# The cJUN NH_2_-terminal kinase (JNK) pathway contributes to mouse mammary gland remodeling during involution

**DOI:** 10.1038/s41418-018-0081-z

**Published:** 2018-03-06

**Authors:** Nomeda Girnius, Yvonne J. K. Edwards, Roger J. Davis

## Abstract

Involution returns the lactating mammary gland to a quiescent state after weaning. The mechanism of involution involves collapse of the mammary epithelial cell compartment. To test whether the cJUN NH_2_-terminal kinase (JNK) signal transduction pathway contributes to involution, we established mice with JNK deficiency in the mammary epithelium. We found that JNK is required for efficient involution. JNK deficiency did not alter the STAT3/5 or SMAD2/3 signaling pathways that have been previously implicated in this process. Nevertheless, JNK promotes the expression of genes that drive involution, including matrix metalloproteases, cathepsins, and BH3-only proteins. These data demonstrate that JNK has a key role in mammary gland involution post lactation.

## Introduction

The mammary gland is dynamically regulated by circulating hormones and paracrine/autocrine cytokines during post-natal development. Estrogen promotes ductal development by epithelial cells in the mammary gland after puberty [1, 2]. In contrast, progesterone and prolactin are critically required for the epithelial development of alveoli and subsequent milk production by the mammary gland in response to pregnancy [3–5]. Weaning causes milk stasis, decreased circulating concentrations of prolactin, and increased expression of cytokines that activate the JAK1/STAT3 signaling pathway, including leukemia inhibitory factor (LIF) [6], interleukin 6 (IL6) [7], and oncostatin M (OSM) [8]. LIF may serve to initiate STAT3 activation that engages an autocrine pathway sustained by STAT3-induced OSM expression [8]. The switch from prolactin-stimulated STAT5 activation to LIF/IL6/OSM-stimulated STAT3 activation drives remodeling (involution) of the mammary gland, including collapse of the epithelial cell compartment and replacement by adipose tissue, to enable return to a quiescent state [9, 10].

The requirement of the LIF/JAK1/STAT3 pathway for mammary gland involution is strongly supported by studies of knockout mice. Deficiency of LIF [6], JAK1 [11], or STAT3 [12] causes a similar delay in mammary gland involution. Targets of STAT3 signaling include pathways of lysosome-mediated cell death involving cathepsins [13] and mitochondrion-mediated apoptotic pathways mediated by members of the BCL2 family [11, 14, 15]. Indeed, it is established that the *Bcl2l11* and *Bmf* genes that encode the pro-apoptotic BH3-only proteins BIM and BMF are direct targets of STAT signaling [11, 15]. Increased *Bcl2l11* and *Bmf* gene expression during involution may result from loss of transcriptional repression by STAT5 and increased transcriptional activity mediated by STAT3 [11, 15]. The importance of *Bcl2l11* and *Bmf* gene induction is confirmed by analysis of knockout mice that show delayed involution [11, 15]. The BH3-only proteins BAD and NOXA are also implicated in involution, but studies of BAD-deficient (*Bad*^*−/−*^) mice and NOXA-deficient (*Pmaip1*^*−/−*^) mice demonstrate that these BH3-only proteins are not essential for involution [15].

Although the LIF/IL6/OSM–JAK1–STAT3 signaling pathway has a key role in involution, this pathway appears to function in collaboration with other signaling pathways that contribute to involution, including TGFβ [16]. Several TGFβ isoforms are expressed at low levels during lactation, but are greatly induced during involution [17]. It is therefore likely that TGFβ signaling during involution may contribute to remodeling of the extracellular matrix during involution and TGFβ may also contribute to mammary epithelial cell death. Indeed, deficiency of TGFβ3 [16] or Smad3 [18] causes decreased cell death during involution, whereas the forced expression of TGFβ3 causes increased cell death during lactation [16].

Other signaling pathways might also contribute to the involution response. For example, loss of survival signaling (e.g., AKT and ERK) caused by cell detachment and loss of signaling by integrins and receptor tyrosine kinases may promote cell death [19–21]. Similarly, increased signaling by stress-activated MAP kinases [22–24] may promote cell death during involution. Indeed, it is established that the stress-activated protein kinases p38 MAP kinase [25] and cJUN NH_2_-terminal kinase (JNK) [26, 27] can promote anoikis of mammary epithelial cells. However, it is not known whether these stress-activated MAP kinases contribute to the involution response.

The purpose of this study was to test whether JNK contributes to mammary gland remodeling during the involution response. JNK is activated during involution [28] and has been mechanistically implicated in the involution response [28]. Interestingly, JNK can promote cell death mediated by BH3-only proteins (BMF and BIM) [29–33] that are known to contribute to cell death during involution [11, 14, 15]. Two JNK isoforms (JNK1 and JNK2) with partially redundant functions are expressed in the mammary epithelium. Developmental studies demonstrate that these JNK isoforms are required for anoikis and the clearance of cells from mammary ducts and terminal end buds [26, 27]. Indeed, deficiency of JNK1 plus JNK2 in the mammary epithelium (but not deficiency of JNK1 or JNK2 alone [34]) causes ductal occlusion by suppressing anoikis [26, 27]. Thus, JNK is required for normal mammary gland development and could contribute to involution.

Previous studies have established that involution defects were not observed in mice lacking JNK1 or JNK2 [34]. We therefore examined mice with compound deficiency of JNK1 plus JNK2 in the mammary epithelium. These JNK-deficient mice exhibited delayed involution. Moreover, JNK deficiency caused major disruption of the gene expression program that mediates involution. Together, these data demonstrate that JNK contributes to the normal mammary gland involution response.

## Results

### JNK is required for efficient mammary gland involution

To study mice with compound disruption of the *Mapk8* gene (encodes JNK1) plus the *Mapk9* gene (encodes JNK2) in the mammary epithelium, we established Control (JNK^WT^) mice (*Wap-Cre*^*−/+*^) and JNK-deficient (JNK^KO^) mice (*Wap-Cre*^*−/+*^ *Mapk8*^*LoxP/LoxP*^ *Mapk9*^*LoxP/LoxP*^). *Wap-Cre* expression is induced in the mammary epithelium during lactation [35] and we found *Cre*-mediated recombination in mammary epithelial cells (Figure S1a). Analysis of genomic DNA demonstrated efficient ablation of the *Mapk8* and *Mapk9* genes in the mammary glands of lactating JNK^KO^ mice (Figure S1b, c).

To test the role of JNK in involution, we examined JNK^WT^ and JNK^KO^ dams that nursed litters for 9 days. Involution was initiated by removal of the pups (involution day 0). Microscopic analysis of tissue sections at this stage demonstrated no differences between the mammary glands of JNK^WT^ and JNK^KO^ mice (Fig. 1; Figure S2). After 3 days of involution, the JNK^WT^ glands exhibited collapse of alveolar structures and the reappearance of adipocytes. In contrast, analysis of the JNK^KO^ glands demonstrated the presence of distended alveoli and no reappearance of adipocytes (Fig. 1; Figure S2). After 7 days of involution, the JNK^WT^ glands morphologically resembled the pre-lactation state, while JNK^KO^ glands still had an expanded epithelial compartment with many collapsed alveoli (Fig. 1; Figure S2). However, on day 14 after the initiation of involution, no differences were detected between the tissue architecture (Fig. 1; Figure S2) or epithelial cell populations (Figure S3) of mammary glands from JNK^WT^ and JNK^KO^ mice. These findings demonstrate that JNK deficiency delays involution, indicating that JNK is required for the proper execution of this process.

**Fig. 1:**
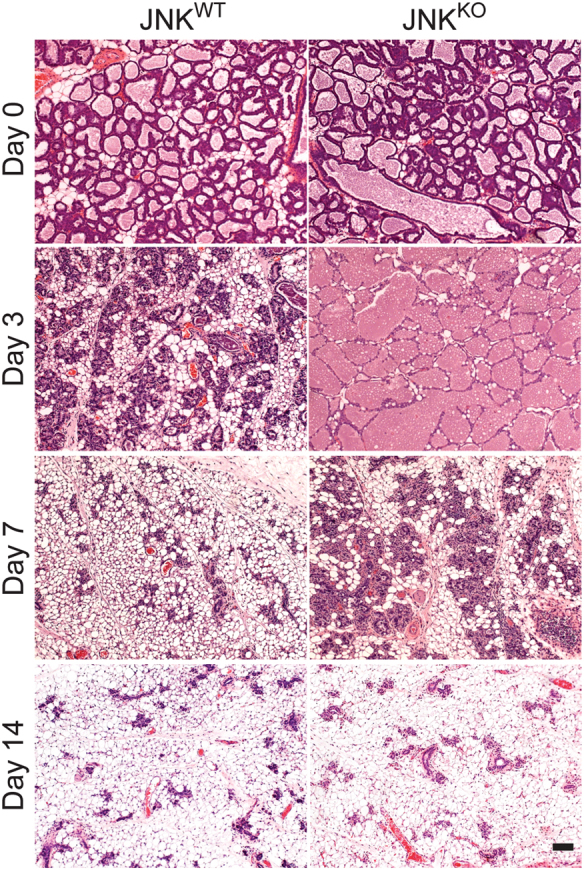
JNK is required for efficient mammary gland involution. Sections of #4 mammary glands from JNK^WT^ and JNK^KO^ mice on involution day 0, 3, 7, and 14 were stained with H&E. The images presented are representative of sections prepared from the mammary glands of 5 JNK^WT^ mice and 5 JNK^KO^ mice for each condition. Scale bar = 100 µm

### JNK promotes epithelial cell death during involution

To test whether JNK regulates epithelial cell death in mammary glands during involution, we performed immunohistochemistry using an antibody specific for cleaved caspase 3. On involution day 0, few cleaved caspase 3 positive (c-C3^+^) cells were detected in the mammary glands of JNK^WT^ and JNK^KO^ mice (Fig. 2a). However, on day 3 of involution a substantial increase in the number of c-C3^+^ cells was found in the glands of JNK^WT^ mice, but not JNK^KO^ mice (Fig. 2a). In contrast, large numbers of c-C3^+^ cells were found in both JNK^WT^ and JNK^KO^ mice on day 7 of involution (Figure S4). These data indicate that JNK deficiency delays cell death during involution. To confirm this conclusion, we examined terminal deoxynucleotidyl transferase dUTP nick end labeling (TUNEL) of cells on day 3 of involution. In agreement with the c-C3 data, there were reduced numbers of TUNEL^+^ cells in glands from JNK^KO^ mice compared with JNK^WT^ mice (Fig. 2b). Thus, JNK deficiency causes delayed epithelial cell death in the involuting mammary gland.

**Fig. 2:**
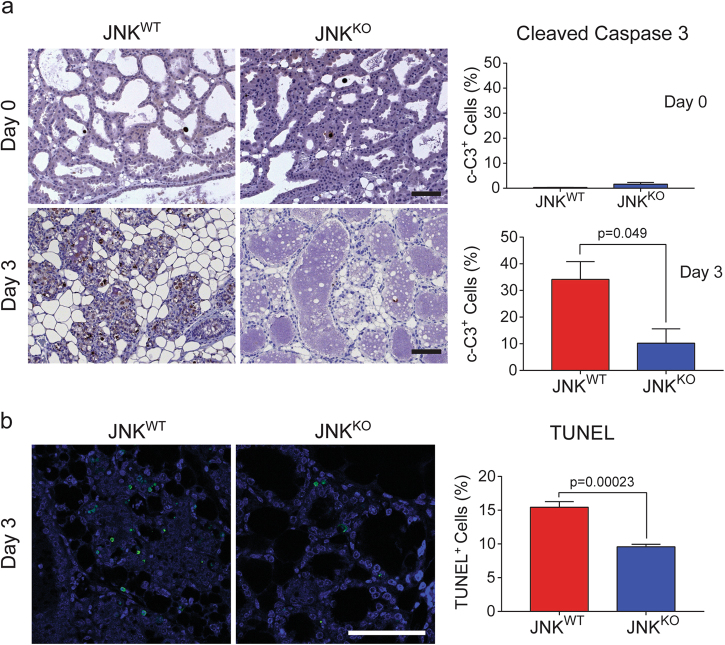
JNK deficiency suppresses cell death during involution. **a** Sections of #4 mammary glands from single parous female mice on involution day 0 or on involution day 3 were stained with an antibody to cleaved caspase 3 (c-C3) and counter-stained with hematoxylin. Representative images are presented. c-C3^+^ cells were quantitated in 6 fields (×40) per section and presented as the % of total cells. Significance was calculated using an unpaired, two-tailed *t*-test (mean ± SEM; day 0, *n* = 5 JNK^WT^ mice and *n* = 4 JNK^KO^ mice; day 3, *n* = 4 JNK^WT^ mice and *n* = 6 JNK^KO^ mice). Scale bar = 100 µm. **b** Sections of #4 mammary glands from mice on involution day 3 were stained by TUNEL assay and counter-stained with DAPI. Representative images are presented. TUNEL^+^ cells were quantitated in 6 fields (×40) per section and presented as the % of total cells. Significance was calculated using an unpaired, two-tailed *t*-test (mean ± SEM; *n* = 4 JNK^WT^ mice and *n* = 5 JNK^KO^ mice). Scale bar = 50 µm

### Effect of JNK deficiency on STAT and SMAD transcription factors

The delayed involution observed in JNK^KO^ mice may be caused by changes in the key transcription factors that regulate this process. It is established that decreased activation of SMAD2/3 or STAT3, or increased STAT5 activation, may cause delayed involution [9, 10]. We therefore examined the activation state of these transcription factors by immunohistochemistry using antibodies to the activating sites of phosphorylation. Studies of phospho-STAT3 (Fig. 3a), phospho-STAT5 (Figure S5a), and phospho-SMAD2/3 (Figure S5b) revealed similar staining of sections prepared from mammary glands of JNK^WT^ and JNK^KO^ mice on day 3 of involution. Indeed, quantitation of phospho-STAT3 immunofluorescence revealed no significant difference between JNK^WT^ and JNK^KO^ glands (Fig. 3b). Immunoblot analysis performed on tissue lysates supported this conclusion (Fig. 3c). Strikingly, the induction of *Socs3*, a STAT3 target gene, was evident after 3 days of involution and was un-affected by JNK deficiency (Fig. 3d). These data demonstrate that the delayed involution caused by JNK deficiency did not reflect disruption of the signaling pathways that regulate the STAT3/5 or SMAD2/3 transcription factors.

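Socs3, which encodes a feedback inhibitor of cytokine signalling, lies on chromosome 11 from 117966079 to 117970047 of GRCm38. Its mRNA was at 0.283 ± 0.0342 FPKM (mean ± SD, n = 3 mice) in JNK WT glands on day 0 and 17.1 ± 10.4 FPKM on day 3. Levels in JNK KO glands were 0.557 ± 0.576 FPKM on day 0 and 15.0 ± 0.951 FPKM on day 3. The gene rose in both genotypes, by a log2 fold change of 5.33 (standard error 0.57, adjusted p = 6.14e-06) in JNK WT glands and 4.93 (standard error 0.57, adjusted p = 2.58e-05) in JNK KO glands, by limma with Benjamini-Hochberg adjustment over all genes tested. Between the genotypes on day 3 the log2 difference was -0.02 (standard error 0.57, adjusted p = 0.981), and the difference between their changes was -0.39 (standard error 0.81, adjusted p = 0.762). After a median ratio scaling of the libraries the changes from day 0 to day 3 were 3.07 and 3.38.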

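Other genes of the pathways named in this section were measured in the same libraries. Of 22 STAT3 and acute phase genes, 20 rose from day 0 to day 3 in JNK WT glands and 20 in JNK KO glands, none fell and 2 in each did not pass the test (20 and 20 when adjusted over the list alone). Scaled by median ratios, 11 were higher and 1 lower in JNK WT and 12 higher in JNK KO glands. On day 3, Saa3 and Orm1, which encode acute phase proteins, were higher in JNK KO glands by log2 differences of 5.94 (adjusted p = 0.0320) and 3.80 (adjusted p = 0.0178), and Cd14, a co-receptor for bacterial lipopolysaccharide, had a log2 difference of -1.51 (adjusted p = 0.0177). The other 19 members did not pass the test. Adjusted over the list alone, 5 were higher and 1 was lower. Adjusted over all genes, Orm1 was the only member to pass on day 3 with scaled libraries, at 4.31, and the calls of Saa3 and Cd14 ended, at 6.45 and -0.99. As a set the list stood above the other genes on day 3 (camera, adjusted p = 3.79e-07), with adjusted p = 0.882 with an estimated correlation. Of 10 genes of the prolactin and STAT5 axis, Socs2, a STAT5 target, was lower in JNK KO glands on day 3 by a log2 difference of -2.22 (adjusted p = 0.00209) and the other 9 did not pass the test (1 lower when adjusted over the list alone). Of 19 genes of the TGF-beta and SMAD pathway, Ltbp1, which encodes a latent TGF-beta binding protein, was lower on day 3, at -2.05 (adjusted p = 0.0246), and 18 did not pass (1 lower when adjusted over the list alone). Median ratio scaling ended the call of Ltbp1, at -1.52, and Socs2 still passed, at -1.69. From day 0 to day 3, 18 TGF-beta and SMAD genes rose in each genotype (18 when adjusted over the list alone) and 1 did not pass, while in the prolactin and STAT5 list 6 rose in JNK WT glands and 5 rose and 1 fell in JNK KO glands (5, 3 and 1 when adjusted over the list alone). These directions depend on the scaling: after median ratio scaling 6 prolactin and STAT5 genes were lower and 0 higher on day 3 in JNK WT glands, and 3 were lower in JNK KO glands. Of the TGF-beta and SMAD genes 9 were higher and 1 lower in JNK WT and 6 higher and 1 lower in JNK KO glands after that scaling.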

**Fig. 3:**
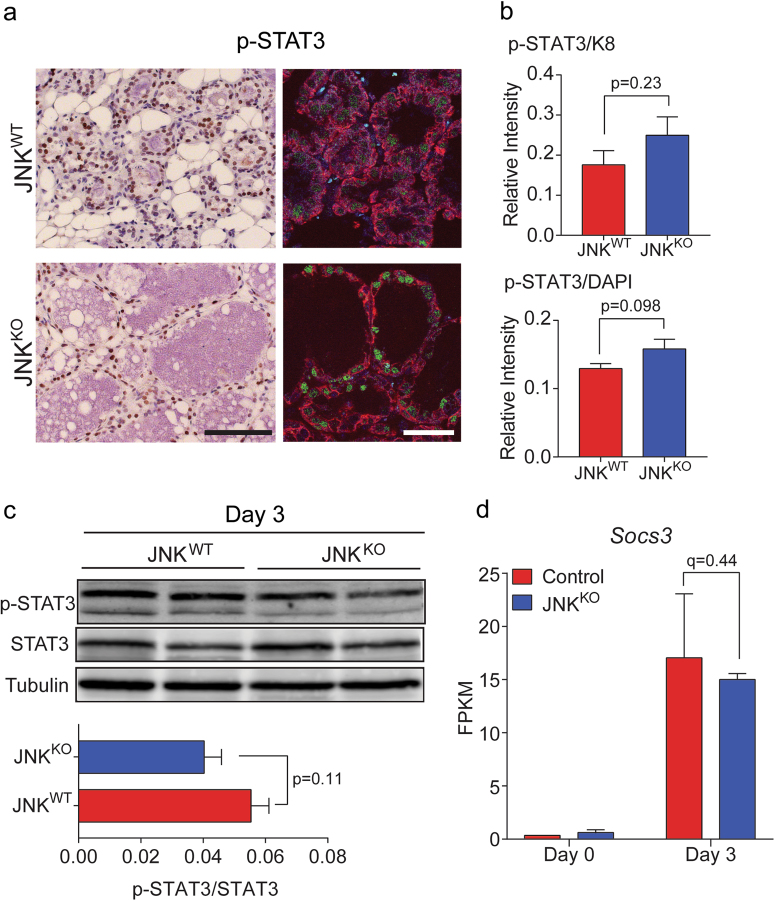
STAT3 signaling is not disrupted in JNK^KO^ glands. **a** Immunohistochemistry (left, scale bar = 100 µm) and immunofluorescence (right, scale bar = 30 µm) were performed on sections prepared from #4 mammary glands of single parous female mice on involution day 3 (*n* = 5 JNK^WT^ mice and *n* = 4 JNK^KO^ mice) using an antibody to phospho-STAT3 (p-STAT3) and counter-stained with hematoxylin or DAPI, respectively. An antibody to keratin 8 (K8) was used to label epithelial cells during immunofluorescence staining. Representative images are presented. **b** K8, p-STAT3, and DAPI fluorescence intensities of involution day 3 glands from JNK^WT^ (*n* = 5 mice) and JNK^KO^ (*n* = 4 mice) were quantitated and p-STAT3 intensity was normalized to K8 and DAPI fluorescence intensity. No significant differences (unpaired, two-tailed *t*-test) between JNK^WT^ and JNK^KO^ glands were detected. **c** Protein extracts prepared from involution day 3 mammary glands were examined by immunoblot analysis by probing with antibodies to p-STAT3, STAT3, and Tubulin. Two representative mice are presented. The quantitative data presented are the mean ± SEM (*n* = 9 JNK^WT^ mice and *n* = 5 JNK^KO^ mice). No significant differences (unpaired, two-tailed *t*-test) between JNK^WT^ and JNK^KO^ glands were detected. **d** The mRNA expression of *Socs3* measured by RNA-seq analysis is presented as the mean FPKM ± SEM; *n* = 3 JNK^WT^ mice and *n* = 3 JNK^KO^ mice per condition. No significant differences between JNK^WT^ and JNK^KO^ glands were detected (calculated by applying the Benjamini–Hochberg method to the *p*-value)

### Effect of JNK deficiency on AP1 transcription factors

Major targets of JNK signaling include members of the Activator Protein 1 (AP1) group of transcription factors that are phosphorylated and activated by JNK [23] and have been implicated in involution [28, 36]. The AP1 family includes members of the JUN and FOS groups, as well as some members of the ATF group of transcription factors. 

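The targeted genes were read in every library first. Mapk8, which encodes JNK1, lies on chromosome 14 from 33377898 to 33447158 of GRCm38, and Mapk9, which encodes JNK2, on chromosome 11 from 49846751 to 49886421. Mapk8 mRNA was at 2.31 ± 0.349 FPKM (SD, n = 3) in JNK WT glands on day 0, 1.58 ± 1.04 in JNK KO glands on day 0, 7.28 ± 0.672 in JNK WT glands on day 3 and 2.54 ± 1.18 in JNK KO glands on day 3. Mapk9 mRNA was at 7.23 ± 4.15, 5.99 ± 2.43, 17.3 ± 1.09 and 8.59 ± 2.89 FPKM in the same order. Every JNK KO library lay below every JNK WT library on day 3 for both genes, with log2 differences of -1.60 (adjusted p = 0.0510) and -1.06 (adjusted p = 0.199) by limma. Chance gives such an order in either direction for 10% of genes, but only when most genes are not shifted. As deposited most were lower in JNK KO glands on day 3, with 14.1% of log2 differences above 0. An order with JNK KO libraries below can then be more frequent, and its share over all genes was not counted. On day 0 the log2 differences of Mapk8 and Mapk9 were -0.68 (adjusted p = 0.810) and -0.10 (adjusted p = 0.959). Mapk8 was at 2.78 FPKM in JNK KO day 0 library 3, above all 3 JNK WT libraries of that day (1.95, 2.33 and 2.65), and at 0.986 and 0.965 in libraries 1 and 2. Mapk9 was at 4.86, 4.33 and 8.78 FPKM in these libraries and at 2.48, 9.04 and 10.2 in the JNK WT libraries. Neither gene thus separates the genotypes on day 0. Pttg1, which encodes securin, was at 0.520, 0.423 and 0.467 FPKM in the JNK KO libraries of that day and at 5.74, 3.40 and 2.80 in the JNK WT libraries. It was picked by comparisons that use these libraries and labels, so its levels are not an independent check of the label of library 3. Library 3 was kept as a JNK KO library, and whether the gland, the deletion or the label explains its Mapk8 level was not tested. Deletion was directed to the epithelium, so whole glands keep other cells with both genes intact, and a gene-level FPKM also counts exons outside a deleted part. Of 12 JNK pathway kinases and scaffolds measured, none passed the test on day 3 over all genes, 2 were lower when adjusted over the list alone, and unadjusted p-values under 0.05 were found for 3620 of all genes by limma. From day 0 to day 3, 12 of these kinases rose in JNK WT glands and 9 in JNK KO glands, the same numbers as when adjusted over the list alone, and after median ratio scaling 1 was higher and 2 were lower in each genotype.

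RNA of whole mammary glands was sequenced from JNK WT mice and JNK KO mice after 9 days of lactation (day 0) and after 3 days of involution, with 3 libraries from separate mice in each of the 4 groups. The authors aligned the reads to GRCm38 with TopHat2, and computed FPKM per library with Cufflinks and comparisons with Cuffdiff. Values of 37756 gene models were deposited. The paper's supplement states mean reads of similar size for the 4 groups, and FPKM do not give the depth of single libraries. Here, log2 of FPKM plus 0.1 was tested with limma for the 14512 genes with at least 0.5 FPKM in at least 3 of the 12 libraries, in 1 fit of the 4 group means. The gene lists, the thresholds and the test were fixed before the data were examined. Library numbers in the text are those of the deposited columns.

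A list of 14 milk genes held 88.5% ± 0.582 (SD, n = 3) of the summed FPKM in JNK WT glands on day 0, 89.3% ± 0.669 in JNK KO glands on day 0, 17.0% ± 7.44 in JNK WT glands on day 3 and 46.0% ± 13.3 in JNK KO glands on day 3, over gene models of at least 200 bp. Over all gene models the mean shares were 70.0%, 62.3%, 4.31% and 20.6% in the same order. On day 3 the share was 21.8%, 20.9% and 8.46% in JNK WT libraries 3, 6 and 12, and 61.3%, 39.6% and 37.1% in JNK KO libraries 3, 4 and 6. Antigen receptor gene segments, 470 short gene models, held 16.8% ± 5.37 and 23.3% ± 3.43 of the sum over all models on day 0, and 68.9% ± 4.40 and 51.8% ± 22.3 on day 3, in JNK WT and JNK KO glands. The median log2 change of all genes from day 0 to day 3 was 2.37 in JNK WT glands and 1.68 in JNK KO glands, and the median difference between JNK KO and JNK WT was 0.18 on day 0 and -0.48 on day 3. After median ratio scaling these medians were 0.07, 0.05, 0.01 and 0.01, so a change smaller than the median of all genes turns direction under that scaling. JNK WT day 0 library 1 stood apart from libraries 2 and 3 of its group, with Pearson correlations across genes of 0.861 and 0.851 against 0.950 between the other two, and genes are not independent replicates.

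**Figure D1:**
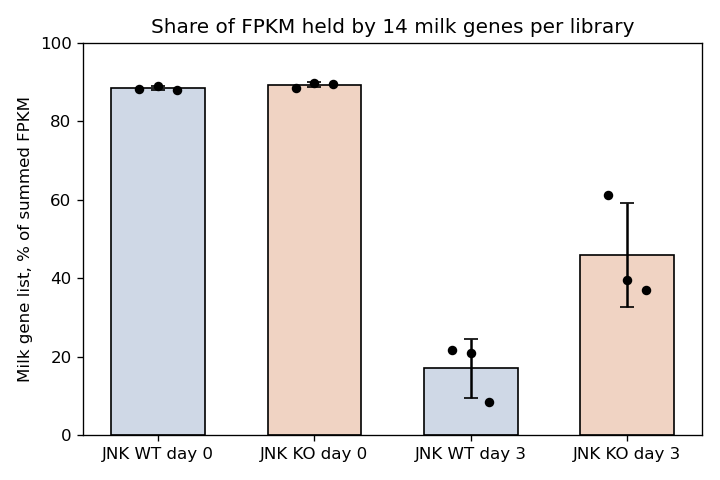
Share of summed FPKM held by 14 milk genes (y axis, %) in each group (x axis), over gene models of at least 200 bp. Bars are means, error bars SD and points the 3 libraries; the day 0 libraries lie between 88.1% and 89.8%, and every JNK KO library on day 3 lies above every JNK WT library on day 3.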

We therefore examined the expression of these AP1-related transcription factors in mammary glands of JNK^WT^ and JNK^KO^ mice on day 0 and day 3 of involution by mRNA sequencing (Fig. 4a). 

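Of the AP1-related genes, Junb had the largest rise in JNK WT glands. Its mRNA went from 0.617 ± 0.0615 FPKM (SD, n = 3) on day 0 to 39.8 ± 17.5 on day 3, a log2 fold change of 5.72 (standard error 0.50, adjusted p = 2.52e-06) by limma, and Fos from 1.66 ± 0.634 to 21.8 ± 3.47, 3.69 (standard error 0.39, adjusted p = 5.77e-06). Atf5, a stress-response factor, rose by 2.56 (adjusted p = 1.23e-05) and Fosb by 2.99 (adjusted p = 7.45e-04). Atf7, in a gene model shared with Npff, rose by 2.83 (adjusted p = 6.57e-05), which cannot be assigned to either gene. In all, 13 of 13 measured members rose in JNK WT glands and 12 in JNK KO glands, where Atf6, a sensor of unfolded proteins, was at 0.75 (adjusted p = 0.184) (the same numbers when adjusted over the list alone). The study chose this list, so its count is not independent evidence. Fosl1 was under the FPKM minimum and was not tested. After median ratio scaling 6 members were higher and 1, Atf4, was lower in JNK WT glands, and Atf1, Atf2 and Atf6 turned there to -0.45, -0.31 and -0.56. In JNK KO glands 2 were higher after that scaling. Scaling without the milk genes also turned Atf5 to -0.04 and Jund to -0.06.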

Involution in JNK^WT^ mice caused significantly increased expression of many of these AP1-related transcription factors, including *Atf3*, *Atf5*, *Atf7*, *Fos*, *FosB*, *FosL1*, *FosL2*, *Jun*, *JunB*, and *JunD* (Fig. 4a). Comparison of JNK^WT^ and JNK^KO^ mice demonstrated no significant differences in AP1-related transcription factor expression on day 0 of involution (Fig. 4a). However, on involution day 3 the increased expression of *Atf3*, *FosL2*, *Jun*, and *JunD* detected in JNK^WT^ mice was suppressed in JNK^KO^ mice (Fig. 4b–e). Thus, JNK deficiency causes a selective defect in the AP1-related transcription factor response during involution that is mediated by ATF3, FOSL2, cJUN, and JUND. This observation may be mechanistically relevant to involution because AP1 transcription factor function has been implicated in mammary gland involution [28].

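On day 0 the most abundant AP1-related gene, Atf4, was at 44.6 ± 1.58 FPKM (SD, n = 3) in JNK WT glands and 38.4 ± 2.97 in JNK KO glands, a log2 difference of -0.22 (standard error 0.19, adjusted p = 0.810) by limma. Jund was at 10.7 ± 5.08 and 9.84 ± 2.34 FPKM, -0.05 (standard error 0.33, adjusted p = 0.974). Junb was at 1.33 ± 1.25 FPKM in JNK KO glands, 0.64 (adjusted p = 0.810), with an SD of nearly the size of its mean. Log2 differences of Jun, Fos and Atf3 were -0.49 (adjusted p = 0.810), 0.29 (adjusted p = 0.836) and -0.35 (adjusted p = 0.870). None of 13 members passed an adjusted p of 0.05 by limma, over all genes or adjusted over the list alone, where 450 of all genes had an unadjusted p under 0.05. The median over the list was 0.27, which is 0.09 from the median of all genes.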

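Jun, which encodes the AP1 protein cJUN and whose gene model lies on chromosome 4 from 95049034 to 95167318, was at 32.3 ± 9.38 FPKM (SD, n = 3) in JNK WT glands on day 3 and 8.10 ± 3.94 in JNK KO glands on day 3, a log2 difference of -2.07 (standard error 0.45, adjusted p = 0.0251) by limma. Atf3, a stress-induced factor on chromosome 1 from 191170296 to 191183340, was at 12.4 ± 4.55 and 3.62 ± 2.05 FPKM, -1.89 (standard error 0.61, adjusted p = 0.0881). Jund, on chromosome 8 from 70697739 to 70700616, was at 60.1 ± 11.6 and 32.3 ± 7.28 FPKM, -0.90 (standard error 0.33, adjusted p = 0.126), and Fosl2, on chromosome 5 from 32136472 to 32157831, at 12.9 ± 2.12 and 9.13 ± 2.94 FPKM, -0.53 (standard error 0.46, adjusted p = 0.460). Every JNK KO library lay below every JNK WT library for Jun, Atf3 and Jund, but not for Fosl2. Chance gives such an order in either direction for 10% of genes when most are not shifted. Of 13 members, 1, Jun, was lower, none was higher and 12 did not pass the test (1 lower when adjusted over the list alone). The list's median was -0.41, within 0.07 of the median of all genes, and the milk gene share also differed between the genotypes on day 3. The 4 genes rose from day 0 in both genotypes, with log2 fold changes of 4.33, 4.32, 2.56 and 3.36 for Atf3, Jun, Jund and Fosl2 in JNK WT glands and 2.79, 2.74, 1.70 and 2.56 in JNK KO glands. Jund, after median ratio scaling, was at 0.07 in JNK WT glands and turned to -0.05 in JNK KO glands, and without milk genes in the total it turned to -0.06 in JNK WT glands. Atf3, Jun and Fosl2 had 2.00, 1.88 and 0.96 in JNK WT and 1.27, 1.05 and 0.86 in JNK KO glands after median ratio scaling, where those in JNK KO glands no longer passed. Differences between these changes as deposited were -1.55 (adjusted p = 0.325), -1.58 (adjusted p = 0.226), -0.85 (adjusted p = 0.323) and -0.80 (adjusted p = 0.439) by limma. The call of Jun ended after median ratio scaling (-1.55), after scaling to the 75th percentile, and with the milk genes left out of the total. It also ended without JNK WT day 3 library 3, 6 or 12 or JNK KO day 3 library 3 or 4, with log2 differences of -2.19, -2.17, -1.84, -1.68 and -2.10. Other settings call more of these genes on day 3. Atf3 passed with a pseudocount of 1 (-1.60) and with weights per library (-1.27). Jund passed with those weights (-1.01) and without JNK WT day 0 library 1 (-0.90). No setting run calls Fosl2.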

**Fig. 4:**
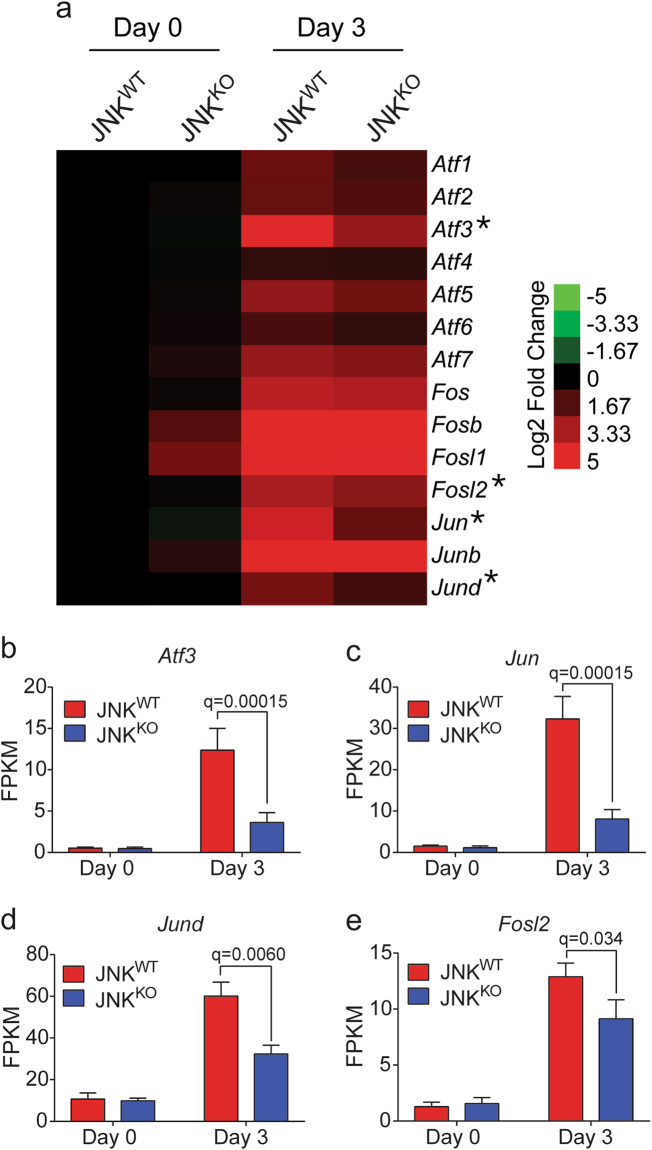
JNK deficiency suppresses the increase in AP1-related transcription factor expression during involution. **a** Heatmap representation of RNA-seq data showing AP1-related transcription factor gene expression. Asterisks denote genes that are differentially expressed (*q* < 0.05) between JNK^WT^ and JNK^KO^ mammary glands on involution day 3 (mean; *n* = 3 JNK^WT^ and *n* = 3 JNK^KO^ mice for each condition). **b**–**e** The mRNA expression of *Atf3* (**b**), *Jun* (**c**), *Jund* (**d**), and *Fosl2* (**e**) measured by RNA-seq analysis is presented as mean FPKM ± SEM; *n* = 3 JNK^WT^ and *n* = 3 JNK^KO^ mice for each condition. The Benjamini–Hochberg method was applied to the *p*-values to calculate *q*-values

### JNK deficiency disrupts involution-associated gene expression

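In JNK WT glands, Igfbp5, an insulin-like growth factor binding protein, rose from 2.41 ± 1.83 FPKM (SD, n = 3) on day 0 to 872 ± 73.2 on day 3, a log2 fold change of 8.87 (standard error 0.66, adjusted p = 1.75e-06) by limma. Chi3l1, which encodes a chitinase-like protein, rose by 8.58 (adjusted p = 1.10e-05), Slpi, a protease inhibitor, by 8.34 (adjusted p = 2.23e-06), and Lrg1, a secreted glycoprotein, by 8.18 (adjusted p = 2.52e-06). Plb1, Clca2, Basp1, Wisp2 and Mup9 had log2 fold changes from 7.55 to 8.30, and H19_2 was listed at 0 on day 0 and at 959.5 ± 245 FPKM on day 3. Among the largest falls, Ccl28, an epithelial chemokine, went from 37.8 ± 12.7 to 0.271 ± 0.146 FPKM, -6.71 (standard error 0.41, adjusted p = 1.16e-06). Lao1, an amino acid oxidase of milk, fell by 6.52, Atp2b2, which pumps calcium into milk, by 6.49, Glycam1, a milk mucin, by 6.13 and Slc34a2, a phosphate transporter, by 5.80 on the log2 scale, with adjusted p from 2.32e-06 to 5.68e-05. Pip, Gsdmc, Ppapdc1a, Fabp3-ps1 and Crhr1 had log2 fold changes from -6.59 to -5.73.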

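Of 14 milk protein and fat globule genes, 9 fell, 2 rose and 3 did not pass the test in JNK WT glands (9 and 2 when adjusted over the list alone), as the share of summed FPKM from milk genes fell. Under median ratio scaling 12 were lower. All 13 macrophage markers and all 14 fibroblast and matrix markers rose, with medians of 4.71 and 4.05, and after median ratio scaling 11 and 12 were still higher (all members when adjusted over the list alone). Of 22 genes of fatty acid and triglyceride synthesis, 6 rose and 2 fell (3 and 1 when adjusted over the list alone), and 14 were lower after median ratio scaling. Of 22 genes of cholesterol synthesis, 8 rose and 3 fell (also when adjusted over the list alone), and 19 were lower after that scaling. The 14 housekeeping controls all rose as deposited (also when adjusted over the list alone), with a median of 2.24, while after median ratio scaling 3 were higher and 2 lower. At an adjusted p under 0.01 and an absolute log2 fold change above 1, 12558 of 14512 genes changed by limma, 12419 higher and 139 lower on day 3. After median ratio scaling 2659 changed, 1465 higher and 1194 lower, so the share of higher genes went from 98.9% to 55.1%. Of the lists with a camera call in JNK WT glands, only milk genes kept it with an estimated correlation (adjusted p = 0.0311); macrophage markers had adjusted p = 0.0314 and adjusted p = 0.982 with an estimated correlation, and fatty acid and cholesterol synthesis adjusted p = 0.741 and 0.741 with an estimated correlation.

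**Figure D2:**
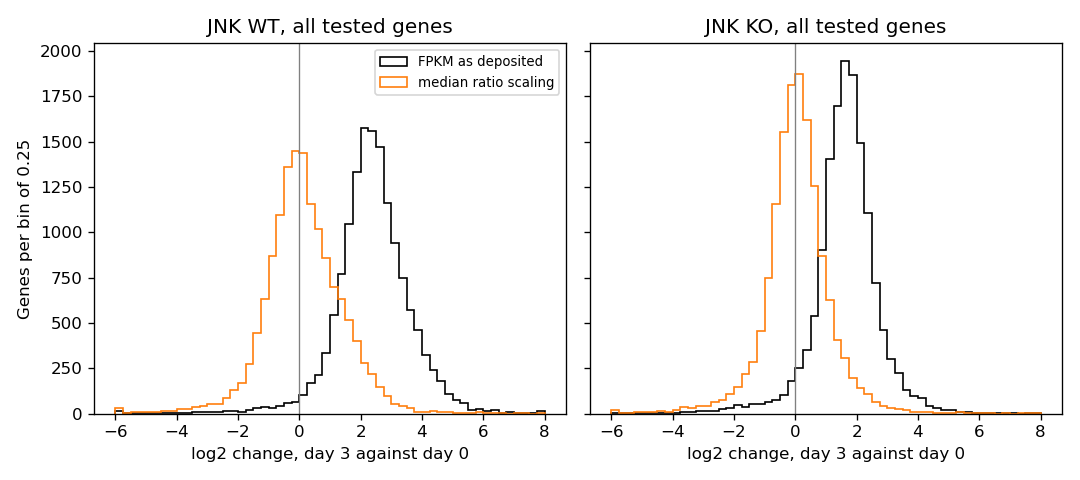
Number of genes (y axis, per bin of 0.25) by log2 change from day 0 to day 3 (x axis) in JNK WT (left) and JNK KO glands (right), with values beyond -6 or 8 placed in the end bins. Black lines are FPKM as deposited, with medians of 2.37 and 1.68, and orange lines the same genes after median ratio scaling, where the direction of many genes flips and the medians are 0.07 and 0.05.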

Comparison of gene expression on day 0 and day 3 of involution demonstrated that 10,358 genes were differentially expressed in JNK^WT^ mammary glands (|log_2_ Fold Change| > 1; *q* < 0.01) (Fig. 5a). A similar number of genes (10,071) were differentially expressed in JNK^KO^ mammary glands (Fig. 5a) and 8620 genes were co-regulated in both JNK^WT^ and JNK^KO^ mammary glands during involution (Fig. 5a). However, 1688 genes were differentially expressed only in JNK^WT^ mice and 1401 genes were differentially expressed only in JNK^KO^ mice. These data demonstrate that involution is associated with major changes in gene expression and that JNK deficiency causes dysregulation of a large fraction (26%) of these genes.

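In JNK KO glands, Chi3l1 rose from 6.62 ± 7.32 FPKM (SD, n = 3) on day 0 to 4175 ± 2406 on day 3, a log2 fold change of 10.02 (standard error 1.02, adjusted p = 1.43e-05) by limma. S100a8, which encodes a neutrophil calprotectin subunit, rose by 7.95 (adjusted p = 1.61e-05), Muc4, a membrane mucin, by 7.90 (adjusted p = 1.09e-05), and Saa1 and Saa2, serum amyloid proteins, by 7.08 and 7.19. Lrg1, Clca2 and Basp1 rose in both genotypes, by 7.75, 7.51 and 7.08 in JNK KO glands, and Pinc, listed at 0 on day 0, was at 25.7 ± 31.9 FPKM on day 3. Rnf183 rose by 7.18 in JNK KO glands. Fabp3, which encodes a fatty acid binding protein, fell from 356 ± 61.5 to 9.68 ± 7.68 FPKM, -5.46 (standard error 0.72, adjusted p = 5.06e-05). Gldc, of glycine breakdown, and Egf, a growth factor in milk, fell by 4.71 and 4.44 on the log2 scale, and Atp2b2, Ccl28 and Slc34a2 fell in both genotypes, by 5.54, 5.26 and 4.49 in JNK KO glands. Fabp3-ps1, Ppapdc1a, Crhr1 and Gsdmc had log2 fold changes from -5.67 to -4.46.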

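Of 14 milk genes, 6 fell and 2 rose in JNK KO glands (also when adjusted over the list alone), with a median of -0.77 against -2.39 in JNK WT glands. Of the 14, 10 were lower and none was higher after median ratio scaling. In fatty acid and triglyceride synthesis 7 fell and 2 rose (5 and 2 when adjusted over the list alone), among them Fads2, a fatty acid desaturase, at -2.64 (adjusted p = 6.29e-04), and after that scaling 17 were lower and none was higher. All 7 MHC class II genes, which present antigen, rose in both genotypes and after median ratio scaling in both (also when adjusted over the list alone), with medians of 4.29 and 3.73 in JNK WT and JNK KO glands. Their camera call in JNK KO glands had adjusted p = 0.00151, and adjusted p = 0.882 with an estimated correlation. In JNK KO glands 9641 genes changed by limma, 9525 higher and 116 lower, and after median ratio scaling 1404, 738 higher and 666 lower. The genotypes shared 9311 changed genes, 9226 higher and 85 lower in both, where independent lists of the same sizes would share 8151 and 1.11; the comparisons share no library. After median ratio scaling 1085 were shared, 512 higher and 573 lower, against 74.5 and 54.8 for independent lists.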

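Among genes past the thresholds in JNK WT glands and not in JNK KO glands, Mmp9, a gelatinase, rose from 0.375 ± 0.160 to 3.33 ± 1.53 FPKM (SD, n = 3) in JNK WT glands and was at 0.401 ± 0.187 and 0.688 ± 0.387 in JNK KO glands. Pip, a secreted protein, had log2 fold changes of -6.59 (adjusted p = 6.15e-05) in JNK WT and -1.27 (adjusted p = 0.252) in JNK KO glands, with a difference between the changes of 5.32 (adjusted p = 0.104) by limma. Wap, a whey protein of milk, had -2.58 (adjusted p = 0.00331) and 0.23 (adjusted p = 0.754), with a difference of 2.81 (adjusted p = 0.171), and Mup9 7.55 (adjusted p = 0.00381) and 4.28 (adjusted p = 0.0705), with a difference of -3.27 (adjusted p = 0.478). Past the thresholds in JNK KO glands and not in JNK WT glands were Apol7a, an apolipoprotein L gene, at 2.86 (adjusted p = 2.54e-05) against 0.18 (adjusted p = 0.601), and Aqp3, a water and glycerol channel, at 1.20 (adjusted p = 0.00595), turning to -0.54 after median ratio scaling, against -0.92 (adjusted p = 0.0187). The differences between these changes were 2.68 (adjusted p = 0.0612) and 2.12 (adjusted p = 0.0703). In all 3247 genes passed in JNK WT glands alone and 330 in JNK KO glands alone, of which 3037 and 321 had the same sign of change in the other genotype. The difference itself passed an adjusted p of 0.05 for 1 gene of each group, Gm13381 and Gm25596, which were chosen after their values were seen. After median ratio scaling 1574 passed in JNK WT glands alone and 319 in JNK KO glands alone.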

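The difference between the genotypes' changes was tested for each gene and list. The median difference over all genes was -0.67 on the log2 scale as deposited and 0.00 after median ratio scaling. Adipocyte markers, which store and release lipid, had a median of -1.97, with 10 of 13 lower when adjusted over the list alone and none over all genes. Car3 was at -3.57 (adjusted p = 0.0684) by limma. Fibroblast and matrix markers had a median of -1.47, with 5 of 14 lower when adjusted over the list alone, and endothelial markers -1.41, with 1 of 10. Milk genes had a median of 1.23, with 5 of 14 higher when adjusted over the list alone. Over all genes the change differed at an adjusted p under 0.01 for 1 gene, Gm25596, and at 0.05 also for Gm13381, while 2705 genes had an unadjusted p under 0.05 by limma. Adjusted over the list alone, 13 of 13 skeletal muscle, 4 of 4 mast cell, 4 of 5 brown adipocyte and 4 of 26 hypoxia and glycolysis genes were lower as well. As sets, adipocyte markers stood lower (camera, adjusted p = 5.93e-05) and milk genes higher (adjusted p = 2.80e-14), with adjusted p = 0.882 and 0.299 with an estimated correlation.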

**Fig. 5:**
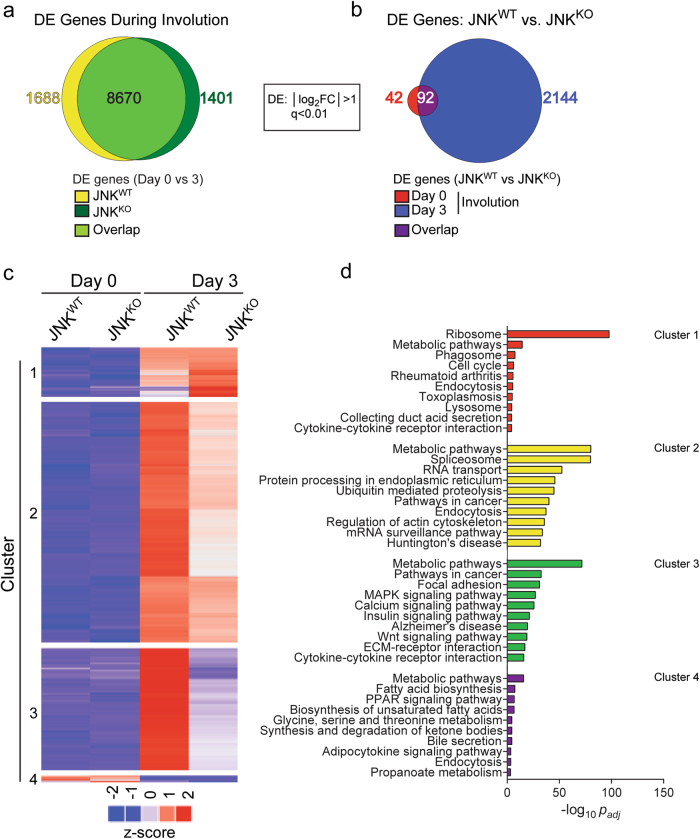
JNK promotes involution-associated gene expression. **a**, **b** RNA-seq analysis of mammary glands of JNK^WT^ and JNK^KO^ mice on involution day 0 or day 3 is presented as a Venn diagram of the number of differentially expressed (DE) genes (|log_2_ Fold Change| > 1; *q* < 0.01; *n* = 3 JNK^WT^ mice and *n* = 3 JNK^KO^ mice for each condition). **c** The heatmap presents *k*-means clustering (*k* = 4) of DE genes in at least one pairwise comparison between JNK^WT^ and JNK^KO^ mammary glands on involution day 0 or day 3. **d** Gene-set enrichment analysis was performed on the four gene clusters. The 10 KEGG pathways identified with lowest *p*_adj_-value (*p*-value adjusted using the Benjamini–Hochberg method) are presented

Comparison of RNA expression in mammary glands of JNK^WT^ and JNK^KO^ mice on involution day 0 demonstrated differential expression of 134 genes (|log_2_ Fold Change| > 1; *q* < 0.01) (Fig. 5b), indicating that JNK deficiency causes only small changes in gene expression in the lactating mammary gland. In contrast, comparison of JNK^WT^ and JNK^KO^ mice demonstrated 2236 differentially expressed genes on involution day 3 (Fig. 5b) and only 92 genes were co-regulated during both normal lactation and involution (Fig. 5b). These data indicate that while JNK deficiency causes few changes in gene expression in the lactating mammary gland, JNK deficiency causes major changes in gene expression during involution. 

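Pttg1, which encodes securin and lies on chromosome 11 from 43420250 to 43426251, was at 3.98 ± 1.55 FPKM (SD, n = 3) in JNK WT glands on day 0 and 0.470 ± 0.0484 in JNK KO glands on day 0, a log2 difference of -2.78 (standard error 0.28, adjusted p = 0.00281) by limma. Its call at an adjusted p of 0.05 ended with median ratio scaling (-3.10, standard error 0.42). It also ended without milk genes in the total, with only the groups compared and without JNK KO day 0 library 2 or 3. Gm25596, a small nuclear RNA gene model on chromosome 10 from 29313166 to 29362442, was at 23.4 ± 12.9 FPKM in JNK KO glands on day 0 and listed at 0 in the other 3 groups. It was named because the count is small, after its values were seen. These 2 genes were the only ones past the thresholds, 1 lower and 1 higher, while 450 had an unadjusted p under 0.05 by limma. No member of any of the 38 lists passed, over all genes or adjusted over the list alone. Ribosomal protein genes had a median of -0.50, OXPHOS genes encoded in the nucleus -0.37 and proteasome subunits -0.25, and as sets these stood below the other genes (camera, adjusted p = 3.58e-22, 2.54e-17 and 7.76e-07), each with adjusted p = 0.882 with an estimated correlation. STAT3 and acute phase genes stood above them at a median of 0.92 (adjusted p = 2.31e-04, and adjusted p = 0.982 with an estimated correlation). In JNK KO day 0 library 1 Saa1, Saa2, Saa3 and Lcn2 were at 809, 1094, 1436 and 940.3 FPKM. In library 2 they were at 19.7, 12.1, 53.9 and 267, and in library 3 at 14.6, 11.5, 4.67 and 200.1. The list's median relative to all genes went from 0.74 to 0.46 without library 1. Without JNK WT day 0 library 1 the ribosomal, OXPHOS and proteasome medians relative to all genes went from -0.68, -0.55 and -0.43 to -0.02, -0.00490 and -0.08, and the calls ended. The count was 0 by limma without JNK KO day 0 library 1, 2 or 3, where 320, 326 and 386 genes had an unadjusted p under 0.05. It was 1 without JNK WT day 0 library 2 or JNK WT day 3 library 3, 6 or 12.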

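On day 3, several genes of milk secretion were higher in JNK KO glands. Lao1 was at 20.3 ± 13.4 FPKM (SD, n = 3) in JNK WT and 571 ± 339 in JNK KO glands, a log2 difference of 4.77 (standard error 0.55, adjusted p = 0.00433) by limma, and Glycam1 at 417 ± 249 and 8306 ± 5130, 4.40 (standard error 0.62, adjusted p = 0.00698). Cel, a bile salt-stimulated lipase of milk, was higher by 4.09 (adjusted p = 0.00555), Olah, which ends medium-chain fatty acid synthesis, by 2.84 (adjusted p = 0.00555), and Prol1, Lipm, Upk2, Aqp3 and Apol7a by 2.51 to 3.33. Among the largest falls were Actc1, a cardiac muscle actin, at -5.10 (adjusted p = 0.00505), Slc5a8, a monocarboxylate transporter, at -3.47 (adjusted p = 0.00555), and Cyp24a1, which breaks down vitamin D, at -3.44 (adjusted p = 0.00698). Actc1 was at 7.71, 7.25 and 1.07 FPKM and Dmpk at 53.4, 45.9 and 21.3 in JNK WT libraries 3, 6 and 12, the order of the skeletal muscle markers. Slc5a8, Cyp24a1, Pcp4l1, Epm2a, Nrep and Rnase1 were lowest in library 12 as well. Pttg1 was at 31.4 ± 1.65 and 3.63 ± 0.536 FPKM, -3.09 (standard error 0.28, adjusted p = 0.00177), and was the only gene past the thresholds on both days. Pcp4l1, Mmd2, Dmpk, Epm2a, Nrep and Rnase1 had differences of -3.64 to -2.52. In all 34 genes passed, 12 higher and 22 lower, and at an adjusted p under 0.05 alone 894, 79 higher and 815 lower. With median ratio scaling 12 passed, 11 higher and 1 lower, so the share of higher genes went from 35.3% to 91.7%. The count moved widely between settings, from 0 with the milk genes left out of the total to 1384 with weights per library. It was 121, 12 and 20 without JNK WT day 0 library 1, 2 or 3, 28, 9 and 20 without JNK KO day 0 library 1, 2 or 3, 6, 3 and 181 without JNK WT day 3 library 3, 6 or 12, and 2, 11 and 0 without JNK KO day 3 library 3, 4 or 6.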

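Gene lists set the day 3 differences in groups. Of 14 milk protein and fat globule genes, 5 were higher in JNK KO glands, none was lower and 9 did not pass (6 higher when adjusted over the list alone), with Wap at 17520 ± 11160 FPKM (SD, n = 3) in JNK WT and 105000 ± 32950 in JNK KO glands, 2.87 (standard error 0.68, adjusted p = 0.0324) by limma. Of 13 adipocyte markers, 4 were lower (10 when adjusted over the list alone), among them Car3, carbonic anhydrase of fat cells, at -2.63 (adjusted p = 0.0177) and Plin1, which coats lipid droplets, at -2.06 (adjusted p = 0.0352). Of 5 brown adipocyte markers, Ppargc1a and Cox7a1 were lower at -4.03 (adjusted p = 0.0148) and -3.86 (adjusted p = 0.0471) (5 when adjusted over the list alone). All 4 mast cell markers were lower (also when adjusted over the list alone), with Cma1, a mast cell protease, at -2.06 (adjusted p = 0.0234), and of 4 hormone-sensing luminal markers Tbx3 was lower at -1.74 (adjusted p = 0.0391) (4 when adjusted over the list alone). All 13 skeletal muscle markers were lower (also when adjusted over the list alone), with Tnnc2, a troponin, at -9.57 (adjusted p = 0.0299). Their median FPKM per library was 1288, 1275 and 79.5 in JNK WT libraries 3, 6 and 12 and 0.253, 0.0656 and 20.7 in JNK KO libraries 3, 4 and 6 on day 3. As sets, milk genes stood higher (camera, adjusted p = 4.91e-20) and muscle, adipocyte, brown adipocyte, mast cell and hormone-sensing markers lower (adjusted p = 6.28e-09, 7.94e-04, 0.00430, 0.00199 and 0.0349). No set kept its call, with adjusted p = 0.217 for milk genes, 0.882 for muscle, 0.982 for adipocyte, 0.882 for brown adipocyte, 0.882 for mast cell and 0.982 for hormone-sensing markers with an estimated correlation. Under median ratio scaling 1 milk gene and no member of the other 5 lists passed over all genes, with every list's median on the same side of 0. That scaling divided JNK WT day 3 libraries by 2.35 to 2.82 and JNK KO day 3 libraries by 1.39 to 2.06. It thus raised JNK KO levels relative to JNK WT levels, so the lost calls of milk genes do not mean smaller differences. Without JNK WT day 3 library 3 the call of brown adipocyte markers ended, at a median relative to all genes of -1.73 against -3.28.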

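The classes of the changed genes were taken from GENCODE M21 by symbol and place. Of 12558 genes changed from day 0 to day 3 in JNK WT glands, 11607 were matched, and 10488 of these (90.4%) encode proteins. Genes such as Igfbp5, Chi3l1 and Ccl28 belong to this class. The rest include 624 pseudogenes, 174 antisense genes and 93 processed transcripts. For JNK KO glands it was 8009 of 8872 matched genes (90.3%). Of the genes that differed between the genotypes on day 3, 31 of 33 matched (93.9%) do, and 2, Gm13381 and 2310040G07Rik, are antisense genes chosen here after their values were seen. Among all genes tested the share was 87.4% of 13404.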

The majority of this differential RNA expression (~94%) corresponded to genes that encode proteins (Figure S6).

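The 12888 genes changed in at least 1 of the 4 pairwise comparisons, among them Jun, Socs3, Wap and Pttg1, were grouped by k-means into 4 clusters on the z-scored group means of their FPKM, with 50 starts. The clusters hold 1775, 167, 7284 and 3662 genes and are called A, B, C and D here, since their order need not match that in Fig. 5c. In cluster A, mean z-scores were -0.82, -0.84, 0.62 and 1.04 for JNK WT day 0, JNK KO day 0, JNK WT day 3 and JNK KO day 3. In the same order they were 0.92, 0.62, -0.82 and -0.72 in cluster B, -0.84, -0.82, 1.15 and 0.51 in cluster C and -0.72, -0.68, 1.39 and 0.01 in cluster D. Milk genes such as Csn2 and Wap lie in cluster B, Socs3 and Bcl2l11 in cluster C and Jun, Mmp9 and Ctsb in cluster D. Since z-scores of FPKM as deposited carry the rise of most genes by day 3, a z-score above 0 on day 3 is not a rise relative to the median gene.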

To characterize involution-associated gene expression in JNK^WT^ and JNK^KO^ mammary glands, we performed *k*-means clustering on the 12,862 genes that were differentially expressed in any of the pairwise comparisons (Fig. 5c). 

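Cluster A has its highest mean z-score in JNK KO glands on day 3. Chi3l1 was at 354 ± 119.6 FPKM (SD, n = 3) in JNK WT glands on day 3, S100a8 at 18.1 ± 2.81 in JNK WT and 245 ± 127 in JNK KO glands, and Muc4 at 16.8 ± 4.34 and 94.8 ± 20.5. S100a8 was higher in JNK KO glands by a log2 difference of 3.61 (standard error 0.83, adjusted p = 0.0300) by limma, while Chi3l1 and Muc4 were at 3.41 (adjusted p = 0.0699) and 2.50 (adjusted p = 0.0727). Beside ribosomal protein genes the cluster held 18 of 24 interferon-stimulated genes, against 3.31 by chance (Fisher's exact test with Benjamini-Hochberg adjustment over lists and clusters, adjusted p = 8.31e-10). It also held 15 of 22 cell cycle genes against 3.03 (adjusted p = 1.81e-07 by Fisher's exact test) and 10 of 20 STAT3 and acute phase genes against 2.75 (adjusted p = 0.00189 by the same exact test). Genes of the unfolded protein response, 9 of 23, and luminal epithelium markers, 6 of 11, were also more frequent than chance (adjusted p = 0.0256 and 0.0202, exact). Genes of a list vary together and are not independent.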

Cluster 1 included genes that were upregulated during involution (day 3) in JNK^WT^ mice and were more strongly upregulated in JNK^KO^ mice. This cluster was highly enriched for ribosomal genes (*p*_adj_ = 1.88 × 10^−98^; Fig. 5d). 

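Of 79 clustered ribosomal protein genes, 70 fell in cluster A against 10.9 by chance (Fisher's exact test, p = 9.50e-51, and 1.37e-48 after Benjamini-Hochberg adjustment). Rpl41, a short ribosomal protein gene, was at 1279 ± 1089 FPKM (SD, n = 3) in JNK WT glands on day 0, 1419 ± 368 on day 3, and 586 ± 74.2 and 1873 ± 480 in JNK KO glands. From day 0 to day 3, 74 of 83 measured members rose in JNK WT and 80 in JNK KO glands (also when adjusted over the list alone), with medians of 1.41 and 2.02. Relative to all genes these medians are -0.96 and 0.35, and after median ratio scaling 26 members were lower and 1 was higher in JNK WT glands, and 1 was higher in JNK KO glands. Rpl41 was at 2536 FPKM in JNK WT day 0 library 1 against 613 and 689 in libraries 2 and 3. Without library 1 the JNK WT median relative to all genes went to -0.37, and the camera direction of the set turned. Between the genotypes on day 3 the median was 0.17, with 1 of 83 lower and none higher. The member that was lower, Rpl3l, at -6.09 (adjusted p = 0.0188) by limma, is a muscle form of a ribosomal protein. Its call ended after median ratio scaling, at -5.29. It was at 61.4, 51.4 and 4.10 FPKM in JNK WT day 3 libraries 3, 6 and 12. As a set the genes stood above the others on day 3 and in the difference of changes (camera, adjusted p = 8.64e-16 and 2.12e-35, and adjusted p = 0.982 and 0.882 with an estimated correlation). With genes clustered anew, no cluster was enriched after scaling to the 75th percentile (lowest p = 0.128, exact test) or with the milk genes left out of the total (lowest p = 0.220, exact). With k = 3 or log2 values the genes gathered in a cluster with a lower mean in JNK KO than in JNK WT glands on day 3 (p = 9.93e-26 and 2.33e-30, exact).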

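Clusters C and D have their highest mean z-scores in JNK WT glands on day 3. In cluster D, Mmp2, which encodes a gelatinase, was at 72.0 ± 47.4 FPKM (SD, n = 3) in JNK WT glands on day 3 and 19.8 ± 12.6 in JNK KO glands on day 3, and Plin1 at 86.0 ± 43.8 and 19.9 ± 8.30. It held 12 of 13 adipocyte markers against 3.69 by chance (Fisher's exact test, adjusted p = 4.72e-05), 9 of 12 Mmp and Timp genes (exact, adjusted p = 0.0143) and all 6 clustered skeletal muscle markers (exact, adjusted p = 0.00756). The muscle markers varied between the JNK WT libraries of day 3 and the milk gene share differed between the genotypes. In cluster C, Slpi was at 735 ± 10.1 FPKM in JNK WT glands on day 3 and 438 ± 73.6 in JNK KO glands on day 3. It held all 36 proteasome subunits against 20.4 by chance (exact, adjusted p = 3.32e-08) and 48 of 49 spliceosome genes against 27.7 (exact, adjusted p = 9.40e-10).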

Clusters 2/3 included genes that were highly upregulated during involution in JNK^WT^ mice and modestly upregulated in JNK^KO^ mice (Cluster 2) or were not upregulated in JNK^KO^ mice (Cluster 3). Both clusters were enriched for metabolic pathways (*p*_adj_ < 10^−71^), whereas Cluster 2 showed additional enrichment for genes involved in RNA metabolism (Fig. 5d). 

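The KEGG pathways were not used here, so metabolic genes were read through the lists. Of 60 clustered OXPHOS genes encoded in the nucleus, which make the respiratory chain, 27 lay in cluster D against 17.1 by chance (Fisher's exact test, adjusted p = 0.0457) and 31 in cluster C against 33.9 (exact, adjusted p = 1.00). On day 3, 8 of 70 were lower in JNK KO glands, none was higher and 62 did not pass (17 lower when adjusted over the list alone), with Sdhb, of complex II, at 100.3 ± 14.8 and 44.0 ± 5.52 FPKM (SD, n = 3), -1.18 (standard error 0.21, adjusted p = 0.0175) by limma. All 13 skeletal muscle markers were lower there too, and Sdhb was at 112, 105 and 83.7 FPKM in JNK WT day 3 libraries 3, 6 and 12, the order of these markers. As a set they stood below the other genes on day 3 (camera, adjusted p = 0.00703, and adjusted p = 0.982 with an estimated correlation), and this ended without JNK WT day 3 library 6 or JNK KO day 3 library 6, at medians relative to all genes of 0.00213 and 0.02 against -0.12. Of 26 hypoxia and glycolysis genes, Tpi1, of glycolysis, and P4ha1, of collagen maturation, were lower at -1.86 (adjusted p = 0.0228) and -1.24 (adjusted p = 0.0345) (8 when adjusted over the list alone), and 10 of 20 lay in cluster D (exact, adjusted p = 0.241). Tpi1 was at 299, 281 and 104 FPKM in JNK WT day 3 libraries 3, 6 and 12, the order of the muscle markers, while P4ha1 was at 13.7, 11.9 and 15.2. Of 22 genes of fatty acid and triglyceride synthesis, Dgat2 was lower at -2.01 (adjusted p = 0.0166) (2 when adjusted over the list alone), and of 22 of cholesterol synthesis none passed (none when adjusted over the list alone). As a set the cholesterol genes stood above the other genes (camera, adjusted p = 0.00634, and adjusted p = 0.982 with an estimated correlation). None of the OXPHOS, hypoxia, glycolysis or fatty acid genes passed on day 3 after median ratio scaling, with Sdhb, Tpi1, P4ha1 and Dgat2 at -0.67, -1.34, -0.72 and -1.49. No spliceosome gene of 50 and no proteasome subunit of 36 differed on day 3, over all genes or adjusted over the list alone, with medians of -0.43 and -0.38 that lie no more than 0.11 from the median of all genes. Of genes encoded in mitochondrial DNA, mt-Cytb and mt-Nd6 were tested and had differences of -0.52 (adjusted p = 0.403) and -0.98 (adjusted p = 0.218) (none passed when adjusted over the list alone).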

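Cluster B, of 167 genes, has lower mean z-scores on day 3 than on day 0 in both genotypes and holds Csn2, a beta-casein, at 165100 ± 16190 FPKM (SD, n = 3) in JNK WT glands on day 0 and 25800 ± 14100 on day 3. In JNK KO glands Csn2 was at 204805 ± 1481 and 93480 ± 36740 FPKM, with log2 fold changes of -2.89 (standard error 0.62, adjusted p = 7.45e-04) in JNK WT and -1.20 (standard error 0.62, adjusted p = 0.0889) in JNK KO glands by limma. Fads2 was at 83.9 ± 59.9 and 60.3 ± 5.40 FPKM in JNK WT and 106 ± 9.38 and 16.9 ± 2.38 in JNK KO glands. The cluster held 9 of 11 clustered milk genes against 0.142 by chance (Fisher's exact test, adjusted p = 3.21e-14). It also held 4 of 7 genes of fatty acid and triglyceride synthesis against 0.0907 (exact, adjusted p = 1.90e-05) and 2 of 9 of cholesterol synthesis (exact, adjusted p = 0.0521). Serpina3g, Egf and Slc34a2 lie in it as well.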

There was no striking enrichment of pathways in Cluster 4, which contained genes downregulated in both JNK^WT^ and JNK^KO^ mice during involution (Fig. 5d). Thus, while JNK is dispensable for the regulation of a limited number of genes during involution (Cluster 4), the loss of JNK greatly affects the expression of other involution-associated genes (Clusters 1, 2, and 3).

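Single genes of the clusters differed in how far the genotypes parted. In cluster B, Lao1 changed by a log2 fold change of -6.52 in JNK WT and -1.89 (adjusted p = 0.00758) in JNK KO glands by limma, with a difference between the changes of 4.63 (adjusted p = 0.0612). Olah changed by -5.33 and -2.19, with a difference of 3.14 (adjusted p = 0.0612). In cluster D, Slc5a8 changed by 6.39 and 2.73, with a difference of -3.66 (adjusted p = 0.0612), and Cyp24a1 by 7.47 and 3.70, with a difference of -3.77 (adjusted p = 0.0612). Upk2, a uroplakin in cluster A, changed by -1.40 (adjusted p = 0.00342) and 0.93 (adjusted p = 0.0354), the second turning to -0.81 after median ratio scaling, with a difference of 2.33 (adjusted p = 0.0742). Of the milk genes of cluster B, which hold a higher share of the FPKM in JNK KO glands on day 3, Csn2 had a difference of 1.69 (adjusted p = 0.304). From the 4 clusters, the paper concludes that a limited number of genes are regulated without JNK during involution while JNK loss affects many others.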

The requirement of JNK for normal involution-associated gene expression (Fig. 5) may be a secondary consequence of delayed involution and suppression of this developmental program of gene expression. Alternatively, these involution-associated genes may be directly targeted by JNK. To explore these two possible mechanisms, we compared the presence of AP1 binding sites (defined by ENCODE ChIPseq analysis of cJUN and JUND [37]) near genes that are developmentally regulated during involution in a JNK-dependent manner with genes that are not significantly regulated by JNK. This analysis demonstrated significant enrichment of cJUN and JUND binding sites (*p* = 2 × 10^−16^) with ~35% of the JNK-regulated genes during involution (Figure S7). However, the remaining 65% of the JNK-regulated genes lack cJUN/JUND binding sites (Figure S7). The JNK-regulated expression of these genes may reflect targeting of other transcription factors by JNK or represent a consequence of delayed involution.

### JNK promotes the expression of genes that remodel the mammary gland during involution

It is established that matrix metalloproteinases (MMPs) are involved in remodeling the extracellular matrix [38]. Interestingly, differentially expressed genes with enrichment of cJUN/JUND binding include several *Mmp* genes that may contribute to mammary gland involution (Fig. 5c; Figure S7). Indeed, *Mmp3* is implicated in both mammary gland development and involution [38, 39]. We found that JNK deficiency markedly suppressed the increased *Mmp3* expression detected in JNK^WT^ mice on involution day 3 (Figure S8), consistent with the observation that JNK^KO^ mice exhibit delayed involution (Fig. 1; Figure S2). 

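Mmp3, which encodes stromelysin and lies on chromosome 9 from 7445822 to 7455972, was at 2.33 ± 0.776 FPKM (SD, n = 3) in JNK WT glands on day 0 and 77.97 ± 68.8 on day 3, a log2 fold change of 4.71 (standard error 0.87, adjusted p = 2.59e-04) by limma. Levels in JNK KO glands were 3.04 ± 2.31 FPKM on day 0 and 24.0 ± 19.0 on day 3, 2.55 (standard error 0.87, adjusted p = 0.0176). On day 3 the log2 difference between the genotypes was -1.99 (standard error 0.87, adjusted p = 0.185), and the difference between their changes was -2.17 (standard error 1.23, adjusted p = 0.332). The SD in JNK WT glands on day 3 was close to the mean, and the JNK KO libraries were not all below the JNK WT libraries. Median ratio scaling gave changes of 2.25 in JNK WT glands and 0.82 in JNK KO glands, neither past the test. The call of the rise in JNK KO glands ended without JNK KO day 0 library 2 or 3 or JNK KO day 3 library 4 or 6, at 2.18, 2.35, 1.85 and 2.11.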

We also found that the expression of *Mmp2*, *Mmp3*, *Mmp9*, *Mmp11*, *Mmp12*, *Mmp13*, *Mmp14*, and *Mmp15* were significantly decreased in JNK^KO^ mice compared with JNK^WT^ mice after 3 days of involution (Figure S8).

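Mmp9, on chromosome 2 from 164940780 to 164955850, had a log2 difference of -2.14 (standard error 0.47, adjusted p = 0.0257) between JNK KO and JNK WT glands on day 3 by limma. Its JNK KO libraries all lay below its JNK WT libraries, as chance gives in either direction for 10% of genes when most are not shifted. Mmp11, also called stromelysin-3, was at 11.8 ± 9.37 FPKM (SD, n = 3) in JNK WT and 2.11 ± 1.41 in JNK KO glands, -2.42 (standard error 0.69, adjusted p = 0.0590). Mmp2 had a difference of -1.89 (standard error 0.66, adjusted p = 0.110), and Mmp14, a membrane-bound activator of MMP2, was at 58.6 ± 41.5 and 17.9 ± 7.21 FPKM, -1.57 (standard error 0.60, adjusted p = 0.136). Mmp12, Mmp13 and Mmp15 were at -0.77 (adjusted p = 0.492), -0.26 (adjusted p = 0.637) and -0.97 (adjusted p = 0.267), and Mmp19 at -0.65 (adjusted p = 0.372). Of 13 Mmp and Timp genes, 1 was lower, none was higher and 12 did not pass the test over all genes, and 6 were lower when adjusted over the list alone. The study chose this list, so the count over the list alone is not independent evidence. From day 0 to day 3, 12 of the list rose in JNK WT and 10 in JNK KO glands (also when adjusted over the list alone), and after median ratio scaling 5 were higher and 2 lower in JNK WT glands, and 1 higher and 1 lower in JNK KO glands. The difference between the changes was -2.22 (adjusted p = 0.129) for Mmp9 and -2.35 (adjusted p = 0.234) for Mmp11. On day 3 median ratio scaling turned Mmp13 to 0.20 and ended the call of Mmp9, at -1.56, beside a milk gene share that differed between the genotypes. The call of Mmp9 also ended with a pseudocount of 0.01, at -2.31, with the 75th percentile, at -1.61, and with the milk genes left out of the total, at -1.55. It ended too without JNK WT day 3 library 3, 6 or 12 or JNK KO day 3 library 3 or 4, at -2.39, -2.23, -1.80, -1.83 and -2.08. Other settings call more of the list. With weights per library, and separately without JNK WT day 0 library 1, Mmp2, Mmp11, Mmp14, Mmp15, Timp2 and Timp3 passed as lower. A pseudocount of 1 called Mmp2, Mmp11, Mmp14 and Timp2, and leaving out JNK KO day 3 library 6 called Mmp11. No setting run calls Mmp3 or Mmp12.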

Alterations in the tissue inhibitors of metalloproteases (TIMPs) could also impact mammary gland involution. Indeed, *Timp1* overexpression results in more rapid adipocyte repopulation of the gland, whereas *Timp3* loss can promote epithelial cell apoptotic signaling [40, 41]. 

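Timp2, which encodes an inhibitor of metalloproteinases and lies on chromosome 11 from 118301069 to 118355740, was at 25.2 ± 7.72 FPKM (SD, n = 3) on day 0 and 140.1 ± 32.0 on day 3 in JNK WT glands, a log2 fold change of 2.49 (standard error 0.30, adjusted p = 1.19e-05) by limma. Its JNK KO levels were 21.6 ± 5.46 and 74.0 ± 17.1 FPKM, 1.78 (standard error 0.30, adjusted p = 2.50e-04). Timp3, on chromosome 10 from 86055125 to 86498896, was at 1.95 ± 1.37 and 14.4 ± 4.67 FPKM in JNK WT glands, 3.08 (standard error 0.59, adjusted p = 3.57e-04), and at 3.45 ± 1.94 and 5.42 ± 2.56 in JNK KO glands, 0.67 (standard error 0.59, adjusted p = 0.301). On day 3 the differences between JNK KO and JNK WT glands were -0.92 (adjusted p = 0.0896) for Timp2 and -1.45 (adjusted p = 0.162) for Timp3. For both, every JNK KO library lay below every JNK WT library, as chance gives in either direction for 10% of genes when most are not shifted. Differences between the genotypes' changes were -0.71 (adjusted p = 0.345), which median ratio scaling turned to 0.02, and -2.41 (adjusted p = 0.178). Timp1 rose by 1.07 (adjusted p = 0.00386) in JNK WT and 2.16 (adjusted p = 5.88e-05) in JNK KO glands, and Timp4 was at 0.26 (adjusted p = 0.460) and -0.64 (adjusted p = 0.0902). Under median ratio scaling Timp2 changed direction in JNK WT glands, to -0.01, as did Timp1, to -1.41, Timp4, to -2.17, and Timp3 in JNK KO glands, to -1.05.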

Unexpectedly, we found that *Timp2* and *Timp3* expression was increased during involution in JNK^WT^ mice and that this was suppressed in JNK^KO^ mice (Figure S8).

Epithelial cell death during involution is caused, in part, by a lysosomal pathway mediated by Cathepsins [13], and it is established that increased *Ctsb* (encodes Cathepsin B) and *Ctsl* (encodes Cathepsin L) expression, together with reduced expression of *Serpina3g* (encodes the protease inhibitor Spi2A), contribute to STAT3-induced involution [9, 13]. Interestingly, the *Ctsb* gene binds the AP1 transcription factors cJUN/JUND and therefore might exhibit JNK-dependent expression (Fig. 5; Figure S7). Indeed, we found that the expression of *Ctsb* was increased on involution day 3 in JNK^WT^ mice and that this increased expression was suppressed in JNK^KO^ mice (Figure S9a). 

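Ctsb, which encodes the lysosomal protease cathepsin B and lies on chromosome 14 from 63122462 to 63177793, was at 69.0 ± 15.1 FPKM (SD, n = 3) on day 0 and 572 ± 139.7 on day 3 in JNK WT glands, a log2 fold change of 3.05 (standard error 0.29, adjusted p = 3.17e-06) by limma. The JNK KO levels were 69.3 ± 7.58 and 220 ± 62.6 FPKM, 1.63 (standard error 0.29, adjusted p = 3.43e-04). On day 3 it was lower in JNK KO glands by a log2 difference of -1.39 (standard error 0.29, adjusted p = 0.0231). Its JNK KO libraries all lay below its JNK WT libraries, as chance gives in either direction for 10% of genes when most are not shifted. The difference between the changes was -1.42 (standard error 0.41, adjusted p = 0.120). Median ratio scaling turned the change in JNK KO glands to -0.14, and the day 3 difference no longer passed, at -0.88, beside a milk gene share that differed between the genotypes. The call on day 3 also ended with the 75th percentile, at -0.93, with the milk genes left out of the total, at -0.86, and without JNK WT day 3 library 3, 6 or 12 or JNK KO day 3 library 3 or 4, at -1.53, -1.44, -1.21, -1.14 and -1.47.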

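Ctsl, which encodes the lysosomal protease cathepsin L and lies on chromosome 13 from 64363214 to 64370306, was at 39.0 ± 7.09 FPKM (SD, n = 3) on day 0 and 561 ± 67.2 on day 3 in JNK WT glands, a log2 fold change of 3.85 (standard error 0.26, adjusted p = 1.35e-06) by limma. The gene was at 46.6 ± 5.64 and 220.5 ± 63.2 FPKM in JNK KO glands, 2.20 (standard error 0.26, adjusted p = 2.80e-05). The day 3 difference was -1.38 (standard error 0.26, adjusted p = 0.0189). All JNK KO libraries lay below the JNK WT libraries, as chance gives in either direction for 10% of genes when most are not shifted. Between the genotypes' changes the difference was -1.65 (standard error 0.37, adjusted p = 0.0722). Of 12 cathepsins, 3 were lower on day 3, Ctsl, Ctsb and Ctsk, a collagen-degrading cathepsin at -1.74 (adjusted p = 0.0497), and 9 did not pass (also 3 when adjusted over the list alone). From day 0 to day 3, 12 rose in JNK WT and 11 in JNK KO glands (also when adjusted over the list alone), and after median ratio scaling 6 and 4 were higher and 1 in each was lower. As a set they stood above the other genes in JNK WT glands (camera, adjusted p = 0.0349, and adjusted p = 0.982 with an estimated correlation). Among 32 other lysosomal genes is Hexa, a hydrolase, which was lower on day 3 at -1.49 (adjusted p = 0.0490), also when adjusted over the list alone, and at -0.98 after median ratio scaling, where its call ended. Of the list 31 rose in JNK WT and 28 rose and 1 fell in JNK KO glands from day 0 (also when adjusted over the list alone). Of all 32, 12 were higher and 7 lower in JNK WT and 11 higher and 4 lower in JNK KO glands after median ratio scaling. No cathepsin passed on day 3 after that scaling when adjusted over all genes. The call of Ctsl ended there, at -0.87, with the 75th percentile, at -0.92, with the milk genes left out of the total, at -0.85, and without JNK WT day 3 library 3 or 6 or JNK KO day 3 library 3, at -1.47, -1.30 and -1.14.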

A similar pattern of expression was observed for *Ctsl* (Figure S9b). In contrast, JNK deficiency caused no significant change in *Serpina3g* expression during involution (Figure S9c). Thus, reduced Cathepsin expression may contribute to the delayed involution phenotype caused by JNK deficiency.

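Serpina3g, which lies on chromosome 12 from 104236242 to 104253778, was at 11.8 ± 7.44 FPKM (SD, n = 3) on day 0 and 2.14 ± 0.785 on day 3 in JNK WT glands, a log2 fold change of -2.31 (standard error 0.72, adjusted p = 0.00876) by limma. In JNK KO glands it was at 16.1 ± 18.3 and 1.52 ± 0.822 FPKM, -2.81 (standard error 0.72, adjusted p = 0.00368). The gene fell in both genotypes, and after median ratio scaling it fell by 4.70 and 4.50 on the log2 scale. Between the genotypes the difference was -0.03 (adjusted p = 0.995) on day 0 and -0.53 (adjusted p = 0.625) on day 3, and between their changes -0.50 (standard error 1.02, adjusted p = 0.759), which median ratio scaling turned to 0.20. Serpina3g has paralogs in its gene cluster that may share reads with it, which was not measured here.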

Epithelial cell death during involution is also caused by the mitochondrion-mediated apoptotic pathway induced by members of the BCL2 family [11, 14, 15]. Previous studies have implicated a key role for the BH3-only gene *Bcl2l11* (encodes BIM) in the promotion of epithelial cell death during the involution response [11, 15]. Moreover, it is established that the *Bcl2l11* gene is regulated by AP1 transcription factor binding to the promoter [42, 43]. We therefore anticipated that *Bcl2l11* gene expression may depend on JNK. Indeed, we found that involution caused increased expression of *Bcl2l11* mRNA in the mammary glands of JNK^WT^ mice during involution and that this response was suppressed in JNK^KO^ mice (Fig. 6a, b). 

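Bcl2l11, on chromosome 2 from 128126038 to 128162547, was at 0.744 ± 0.283 FPKM (SD, n = 3) on day 0 and 6.51 ± 1.78 on day 3 in JNK WT glands, a log2 fold change of 3.00 (standard error 0.43, adjusted p = 3.76e-05) by limma. It was at 1.08 ± 0.252 and 4.33 ± 2.04 FPKM in JNK KO glands, 1.79 (standard error 0.43, adjusted p = 0.00242), so it rose in both genotypes as deposited. Day 3 levels differed by -0.68 (standard error 0.43, adjusted p = 0.329), with overlap between the libraries of the genotypes, and the changes by -1.22 (standard error 0.61, adjusted p = 0.294). With median ratio scaling the changes were 0.65 in JNK WT and 0.11 in JNK KO glands, and neither passed. The RT-qPCR of Fig. 6b was not analysed here.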

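Bik, a BH3-only gene of cell death on chromosome 15 from 83526862 to 83544635, was at 0.235 ± 0.0607 FPKM (SD, n = 3) on day 0 and 10.4 ± 1.71 on day 3 in JNK WT glands, a log2 fold change of 4.97 (standard error 0.41, adjusted p = 2.16e-06) by limma. It was at 0.215 ± 0.0855 and 6.12 ± 2.97 FPKM in JNK KO glands, 4.19 (standard error 0.41, adjusted p = 1.19e-05). The gene rose in both genotypes, also after median ratio scaling, by 2.75 and 2.70. Day 3 levels differed by -0.89 (standard error 0.41, adjusted p = 0.201). All JNK KO libraries lay below the JNK WT libraries, as chance gives in either direction for 10% of genes when most are not shifted. The changes differed by -0.78 (standard error 0.58, adjusted p = 0.412).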

The increased expression of *Bik* detected in JNK^WT^ mice was also suppressed in JNK^KO^ mice (Fig. 6a, c). In contrast, expression of the pro-apoptotic BH3-only genes *Bad*, *Bbc3, Bid*, *Bmf*, *Bnip3*, *Bnip3l*, and *Pmaip1* was similar in the involuting mammary glands of JNK^KO^ and JNK^WT^ mice (Fig. 6a; Figure S10).

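Bnip3, a mitophagy gene induced by hypoxia and on chromosome 7 from 138890836 to 138909519, was at 37.3 ± 3.89 FPKM (SD, n = 3) in JNK WT glands on day 3 and 14.5 ± 8.21 in JNK KO glands on day 3, a log2 difference of -1.55 (standard error 0.47, adjusted p = 0.0736) by limma. Every JNK KO library lay below every JNK WT library, as chance gives in either direction for 10% of genes when most are not shifted. Bad was at 22.4 ± 3.76 and 24.1 ± 3.77 FPKM, 0.11 (adjusted p = 0.820), and Bid at 6.15 ± 1.79 and 6.39 ± 2.35, 0.01 (adjusted p = 0.985). Bbc3, Bmf, Bnip3l and Pmaip1 had differences of -0.53 (adjusted p = 0.552), -0.04 (adjusted p = 0.963), -0.47 (adjusted p = 0.339) and -0.61 (adjusted p = 0.432). None of 9 BH3-only genes passed the test on day 3, over all genes or adjusted over the list alone, and after median ratio scaling the differences of Bmf and Bnip3l turned to 0.46 and 0.04. From day 0 to day 3, 9 rose in JNK WT and 8 in JNK KO glands (also when adjusted over the list alone), the exception being Bnip3 at 1.22 (adjusted p = 0.0254) and 0.12 (adjusted p = 0.818). With median ratio scaling 3 in each were higher, and Bnip3 turned to -1.26 in JNK WT and -1.63 in JNK KO glands. The study chose this list, so its count is not independent evidence. Of 10 other BCL2 family genes none differed on day 3 (none when adjusted over the list alone), with Mcl1, which protects from cell death, at -0.43 (adjusted p = 0.310) and 0.08 after median ratio scaling, which changed its direction, and all rose from day 0 in both genotypes (also when adjusted over the list alone). Only 3 were higher in JNK WT and 3 in JNK KO glands after median ratio scaling. Of 22 caspases and death receptors none differed either (none when adjusted over the list alone), and 21 rose in JNK WT and 20 in JNK KO glands (21 and 21 when adjusted over the list alone). After that scaling 5 were higher and 2 lower in JNK WT and 3 higher and 1 lower in JNK KO glands, and as deposited the median in JNK WT glands was -0.10 relative to all genes. By limma 3620 genes had an unadjusted p under 0.05 on day 3. The rise of Bnip3 in JNK WT glands ended as a call without JNK WT day 0 library 2 or 3 or JNK WT day 3 library 3 or 6, at 1.11, 0.95, 1.15 and 1.23. Its day 3 difference passed with a pseudocount of 1 (-1.47), with weights per library (-1.07) and without JNK WT day 0 library 1 (-1.55).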

**Fig. 6:**
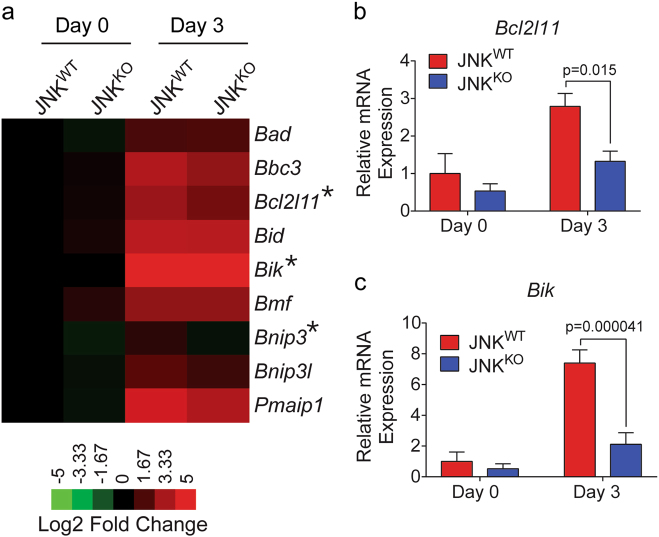
JNK deficiency suppresses the expression of pro-apoptotic BH3-only genes. **a** Heatmap representation of RNA-seq data showing pro-apoptotic BH3-only gene expression. Asterisks denote genes that are differentially expressed (*Bcl2l11* *q* = 0.021, *Bik* *q* = 0.04, and *Bnip3* *q* = 0.00015; calculated by applying the Benjamini–Hochberg method to the *p*-value) between JNK^WT^ and JNK^KO^ mammary glands on involution day 3 (mean; *n* = 3 JNK^WT^ mice and *n* = 3 JNK^KO^ mice for each condition). **b**, **c** Quantitative RT-PCR was performed on RNA isolated from mammary glands on involution day 0 and day 3. The relative expression of *Bcl2l11* (**b**), and *Bik* (**c**) mRNA was measured using Taqman® assays. Significance was calculated using two-way ANOVA with Bonferroni’s multiple comparisons test (mean ± SEM; day 0, *n* = 6 JNK^WT^ mice and *n* = 6 JNK^KO^ mice; day 3, *n* = 8 JNK^WT^ mice and *n* = 6 JNK^KO^ mice). *Bcl2l11* and *Bik* mRNA were significantly differentially expressed in both RNA-seq and quantitative RT-PCR assays

Collectively, these data demonstrate that the delayed involution defect in JNK-deficient mice is associated with dysregulation of the gene expression program that promotes involution.

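Few markers of the 6 lists read here differed between the genotypes on day 3, and the compartments were not tested against each other. Adipocyte, brown adipocyte, mast cell, hormone-sensing luminal and skeletal muscle markers are not among these lists, and some or all of each were lower, as given above. A marker that did not pass may still differ. On simulated data the test recovered 10.0% of genes changed by a log2 fold change of 1 at an adjusted p of 0.05. Of 12 luminal epithelium markers none passed the test (none when adjusted over the list alone), with Krt18, a luminal keratin, at 214 ± 14.0 FPKM (SD, n = 3) in JNK WT and 232 ± 78.1 in JNK KO glands, 0.07 (standard error 0.31, adjusted p = 0.886) by limma. No myoepithelial marker of 10 passed over all genes and 1 was lower when adjusted over the list alone, with Acta2, smooth muscle actin, at -0.07 (adjusted p = 0.887). Of 14 fibroblast and matrix markers 2 were lower (4 when adjusted over the list alone), with Dcn, a matrix proteoglycan, at -1.74 (adjusted p = 0.0300) and Dpt at -1.61 (adjusted p = 0.0452). Of 10 endothelial markers 1 was lower (also when adjusted over the list alone), Eng in a gene model shared with Ak1, at -2.43 (adjusted p = 0.0178). That model was at 76.5, 67.7 and 29.2 FPKM in JNK WT libraries 3, 6 and 12, the order of the skeletal muscle markers, while Pecam1 was at 35.7, 28.8 and 84.3. No macrophage marker of 13 passed (none when adjusted over the list alone), with Lyz2 at -1.33 (adjusted p = 0.184), and none of 14 housekeeping controls did (none when adjusted over the list alone), with Actb at -0.43 (adjusted p = 0.455). After median ratio scaling no member of these 6 lists passed, and the differences of Krt18 and Dcn were 0.58 and -1.23, while those of Acta2 and Actb changed direction, to 0.44 and 0.08. Taking its data together, the paper concludes that the delayed involution of JNK-deficient mice goes with a changed gene expression program of involution.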

## Discussion

Weaning initiates the process of mammary gland involution that causes collapse of the epithelial cell compartment and its replacement by adipose tissue. Here we demonstrate that the JNK signaling pathway has a key role in the involution response. This program of mammary gland remodeling involves differential expression of 10,385 genes (Fig. 5). We show that 26% of this gene expression program requires JNK (Fig. 5).

Previous studies have demonstrated that involution is associated with activation of JNK [28] and increased AP1 transcription factor activity [28, 36]. Our analysis shows that JNK deficiency in the mammary epithelium suppresses the involution response mediated by increased expression of *Atf3*, *Fosl2*, *Jun*, and *Jund* (Fig. 4). Indeed, ~35% of JNK-regulated gene expression during involution is associated with the presence of AP1 binding sites (Figure S7). These data confirm that the JNK/AP1 signaling axis has an important role during involution [28, 36]. However, the remaining 65% of JNK-regulated expression during involution is not associated with genes in close proximity to AP1 binding sites. Some of this JNK-mediated regulation may be caused by AP1 binding to sites localized to distant enhancer elements, but there may also be roles for other JNK-regulated transcription factors [23]. It is also possible that some JNK-dependent gene expression may represent a consequence of a delayed involution response.

Examples of genes that may be directly targeted by JNK signaling during involution include matrix metalloproteases (Figure S8) that are regulated by AP1, including JUN [44, 45], and are implicated in both epithelial cell death [46] and adipocyte repopulation [40] during involution. Indeed, JNK-regulated *Mmp* expression may contribute to epithelial cell detachment during involution. A second example is represented by *Ctsb* and *Ctsl*, which encode Cathepsins that promote lysosomal cell death during involution and are targeted by AP1 (Fig. 5; Figure S7). A third example is represented by pro-apoptotic BH3-only members of the BCL2 family (Fig. 6) that can promote epithelial cell apoptosis during involution, including *Bcl2l11* that is required for normal involution [11, 15] and is a JNK/AP1 target gene [26, 42, 43]. Defects in the expression of these genes most likely contribute to the delayed involution observed in mice with JNK deficiency in the mammary epithelium (Fig. 1).

It is established that STAT3 is a key driver of the involution response [12]. Interestingly, STAT3 target genes that are required for cell death during involution, including *Ctsb* and *Bcl2l11*, are also targets of AP1 transcription factors. For example, the *Bcl2l11* promoter binds both STAT3 [11] and AP1 [26, 42, 43] at independent sites. The combinatorial actions of these transcription factors on the same promoter may lead to a synergistic increase in gene expression. This mechanism would account for the non-redundant functions of STAT3 and JNK/AP1 in the expression of these involution-related genes.

The discovery that JNK has a major role in mammary gland involution suggests that other members of the MAP kinase group of signaling proteins may also contribute to involution. Indeed, the ERK pathway is activated during early involution and may contribute to mammary gland remodeling [7]. For example, STAT3, a master regulator of involution, is phosphorylated and inhibited by ERK [47]. Moreover, the BH3-only protein BIM is required for involution [15] and is downregulated by ERK-mediated phosphorylation and ubiquitin-mediated degradation [32, 48]. Studies to test whether the ERK pathway contributes to involution are therefore warranted.

The p38 MAP kinases represent another group of MAP kinases that is implicated in involution [24]. It is established that p38α MAP kinase has a key role in luminal mammary epithelial cell fate by regulating RUNX1 expression in progenitor cells [49]. The p38 MAP kinase pathway therefore has an important role in mammary gland development. Moreover, p38 MAP kinase promotes epithelial cell anoikis and clearance of occluded mammary gland ducts by increasing the expression of the BH3-only protein BIM [25]. As BIM is required for normal mammary gland remodeling during involution [15], it is therefore possible that p38 MAP kinase contributes to the involution response. This prediction remains to be tested.

It is interesting that there are functional similarities between the JNK and p38 MAP kinases in mammary epithelial cells. For example, both p38 MAP kinase [25] and JNK [26] can promote mammary epithelial cell anoikis by increasing the expression of BIM by an AP1 transcription factor-dependent mechanism. It is likely that the non-redundant functions of p38 MAP kinase and JNK are mediated by different repertoires of AP1-related transcription factors. For example, ATF2 is preferentially phosphorylated and activated by p38 MAP kinase while JUN is phosphorylated by JNK in mammary epithelial cells [24]. Moreover, JNK is required for the expression of the AP1-related transcription factors ATF3, FOSL2, JUN, and JUND during involution (Fig. 4). It is likely that p38 MAP kinase leads to the activation of a different group of AP1-related transcription factors. JNK and p38 MAP kinase may therefore act in a non-redundant manner to regulate AP1-dependent gene expression. These separate signaling functions of p38 MAP kinase and JNK can lead to different pathological consequences; for example, p38 MAP kinase increases [49] and JNK decreases [27] mammary tumor development.

In summary, we show that JNK promotes mammary gland involution by a mechanism that is independent of changes in STAT3/5 or SMAD2/3 phosphorylation. Loss of JNK signaling causes delayed involution, reduced expression of AP1 transcription factors, and dysregulation of gene expression. Collectively, our analysis identifies JNK as a key signaling pathway that promotes mammary gland involution.

## Materials and methods

### Mice

We have previously described *Mapk8*^*LoxP/LoxP*^ mice and *Mapk9*^*LoxP/LoxP*^ mice [50, 51]. B6.129(Cg)-*Gt(ROSA)26Sor*^*tm4(ACTB-tdTomato,-EGFP)Luo*^/J mice [52] (RRID:IMSR_JAX:007676) and B6.Cg-Tg(Wap-cre)11738Mam/JKnwJ mice [35] (RRID:IMSR_JAX:008735) were purchased from Jackson Laboratories. Female mice were bred at age 10–12 weeks. Mammary glands from single parous females were harvested at 0, 3, 7, and 14 days after forced weaning following 9 days of lactation. The mice were housed in a specific pathogen-free facility accredited by the American Association of Laboratory Animal Care (AALAC). The animal studies were approved by the Institutional Animal Care and Use Committee at the University of Massachusetts Medical School.

### Genomic DNA analysis

The polymerase chain reaction (PCR) amplimers 5′-CTCTGCTGCCTCCTGGCTTCT-3′, 5′-CGAGGCGGATCACAAGCAATA-3′ and 5′-TCAATGGGCGGGGGTCGTT-3′ were used to detect presence of the *mTmG* (250 bp) and WT alleles (330 bp). The amplimers 5′-TTACTGACCGTACACCAAATTTGCCTGC-3′ and 5′-CCTGGCAGCGATCGCTATTTTCCATGAGTG-3′ were used to detect the *Cre*^+^ allele (450 bp). The amplimers 5′-AGGATTTATGCCCTCTGCTTGTC-3′ and 5′-GACCACTGTTCCAATTTCCATCC-3′ were used to detect the *Mapk8*^+^ (540 bp) and *Mapk8*^*LoxP*^ (330 bp) alleles. The amplimers 5′-GTTTTGTAAAGGGAGCCGAC-3′ and 5′-CCTGACTACTGAGCCTGGTTTCTC-3′ were used to detect the *Mapk9*^+^ (224 bp) and *Mapk9*^*LoxP*^ alleles (264 bp). The amplimers 5′-CCTCAGGAAGAAAGGGCTTATTTC-3′ and 5′-GAACCACTGTTCCAATTTCCATCC-3′ were used to detect the *Mapk8*^+^ (1550 bp), *Mapk8*^*LoxP*^ (1095 bp), and the *Mapk8*^∆^ alleles (395 bp). The amplimers 5′-GGAATGTTTGGTCCTTTAG-3′, 5′-GCTATTCAGAGTTAAGTG-3′, and 5′-TTCATTCTAAGCTCAGACTC-3′ were used to detect the *Mapk9*^*LoxP*^ (560 bp) and *Mapk9*^∆^ alleles (400 bp).

### Mammary gland analysis

Female mice were euthanized and mammary glands #2–5 were harvested, fixed in 10% formalin, dehydrated, and embedded in paraffin. Five micron-thick sections were cut and stained with hematoxylin and eosin (H&E) for analysis. Sections of #4 glands were also stained with antibodies against cleaved caspase-3 (1:100; Cell Signaling Technology Cat# 9662 RRID:AB_331439), phospho-STAT3 (1:400; Cell Signaling Technology Cat# 9145 RRID:AB_2491009), phospho-STAT5 (1:50; Abcam Cat# ab32364 RRID:AB_778105), phospho-SMAD2/3 (1:200; Santa Curz Biotechnology Cat# sc-11769-R), α-smooth muscle actin (Millipore Sigma Cat# A2547, RRID:AB_476701; 1:100 dilution), keratin 5 (BioLegend Cat# 905501 RRID:AB_2565050; 1:50 dilution), keratin 8 (DSHB Cat# TROMA-I RRID:AB_531826; 1:100 dilution), and GFP (Thermo Fisher Cat# A21311 RRID:AB_221477). Immunohistochemistry was performed using a biotinylated goat anti-IgG antibody (Biogenex Cat# HK340-5K) plus streptavidin-conjugated horseradish peroxidase (Vector Laboratories Cat# PK-6100) and 3,3’-diaminobenzidene (Vector Laboratories Cat# SK-4100). Sections were counter-stained with hematoxylin (Thermo Fisher). Images were acquired using a Zeiss Axiovert microscope. Immunofluorescence was performed using AlexaFluor 546 conjugated-goat anti-rabbit IgG (H + L) antibody (Thermo Fisher Cat# A11035 RRID:AB_143051), AlexaFluor 488 conjugated-goat anti-rabbit IgG (H + L) antibody (Thermo Fisher Cat# A-11008 RRID:AB_143165), AlexaFluor 633 conjugated-goat anti-mouse IgG (H + L) antibody (Thermo Fisher Cat# A-21052, RRID:AB_141459), AlexaFluor 633 conjugated-goat anti-rat igG (H + L) antibody (Thermo Fisher Cat# A-21094, RRID:AB_141553), or AlexaFluor 488 conjugated-goat anti-rat IgG (H + L) antibody (Thermo Fisher Cat# A11006 RRID:AB_141373), and counter-stained with 2-(4-amidinophenyl)-1H-indole-6-carboxamidine (DAPI). TUNEL staining was performed following the manufacturer’s recommendations (Sigma Cat# 11684795910). Fluorescence images were acquired using a Leica SP2 confocal microscope. Immunofluorescence staining of phospho-STAT3 was quantitated using ImageJ [53] on 10–15 images per mouse; the amount of phospho-STAT3 was normalized to keratin 8 or DAPI fluorescence and the mean value per mouse was calculated. Sections were examined in a blinded fashion for days 0, 3, 7, and 14 of involution. However, the marked histological differences on involution day 3 prevented blinded analyses.

### Immunoblot analysis

Tissue lysates from #2–3 glands were prepared using Triton lysis buffer (20 mM Tris (pH 7.4), 1% Triton X-100, 10% glycerol, 137 mM NaCl, 2 mM EDTA, 25 mM β-glycerophosphate, 1 mM sodium orthovanadate, 1 mM phenylmethylsulfonyl fluoride, and 10 μg/ml of aprotinin plus leupeptin). Extracts (30 µg) were subjected to immunoblot analysis with antibodies to STAT3 (Cell Signaling Technology Cat# 9139 RRID:AB_331757; dilution 1:1000), phospho-STAT3 (Cell Signaling Technology, Cat# 9145 RRID:AB_2491009; dilution 1:2000), and αTubulin (Sigma-Aldrich Cat# T5168; RRID:AB_477579). IRDye 680LT conjugated-donkey anti-mouse IgG antibody (LI-COR Biosciences Cat# 926-68022 RRID:AB_10715072) and IRDye 800CW conjugated-goat anti-rabbit IgG (LI-COR Biosciences Cat# 926-32211 RRID:AB_621843) were used to detect immune complexes, and these were quantitated using the Odyssey infrared imaging system (LI-COR Biosciences).

### Mammary epithelial cell isolation

Mammary epithelial cells were isolated as previously described [54, 55] with minor modifications [27]. Briefly, lymph nodes were removed and whole mammary glands were placed in DMEM/F12 supplemented with penicillin/streptomycin and nystatin. The glands were washed once in PBS before being minced and placed in DMEM/F12 containing 0.2% trypsin, 0.2% collagenase A, 5% fetal calf serum, and 5 µg/ml gentamicin (2 h) on a rotator at 37 °C. Cells and organoids were pelleted by centrifugation at 1500 rpm (10 min). The fatty layer was transferred to a second tube and dispersed with pipetting while the pellet was resuspended in DMEM/F12. The pellet and fatty layer were centrifuged again at 1500 rpm (10 min) and combined in one tube prior to incubation (2–5 mins at 25 °C with shaking) in DMEM/F12 supplemented with 10 µg/ml DNAse I. The cells were centrifuged at 1500 rpm (10 min) and resuspended in 10 ml of DMEM/F12. The epithelial cells and organoids were briefly (0.2 min) centrifuged at 1500 rpm 6–7 times and resuspended in fresh DMEM/F12 to wash out fibroblasts.

### RT-PCR analysis

The expression of *Bad* (Mm00432042_m1), *Bbc3* (Mm00519268_m1), *Bcl2l11* (Mm00437797_m1), *Bmf* (Mm00506773_m1), *Bid* (Mm00432073_m1), *Bik* (Mm00476123_m1), *Bnip3* (Mm01275601_g1), *Bnip3l* (Mm00786306_s1), and *Pmaip1* (Mm00451763_m1) mRNA and 18S RNA (4308329) was measured using TaqMan® assays using QuantStudio 12K Flex machine (Thermo Fisher). The amount of mRNA was normalized to the amount of 18S detected in the same sample.

### RNA-seq analysis

Mammary glands #2–5 were flash frozen in liquid nitrogen and RNA was isolated using the RNeasy kit with DNase treatment (Qiagen). RNA quality (RIN > 8) was confirmed using a Bioanalyzer 2100 (Agilent Technologies). Libraries were constructed according to the manufacturer’s instructions using the NeoPrep kit (Illumina). Paired-end RNA sequencing with reads (40 bp) were performed using a NextSeq500 (Illumina). Three independent libraries were analyzed for each condition. FastQC (version 0.10.1) [56] was used to generate sequence quality reports. Poor quality reads, adapter sequence and reads <20 bp were removed using Trimmomatic (version 0.36) [57]. The pre-processed Illumina paired-end Fastq datasets were aligned to the mouse reference genome (Ensembl GRCm38). Alignment was performed using Bowtie2 (v 2–2.1.0) [58] and Tophat2 (v 2.0.14) [59]. Samtools (version 0.0.19) [60] and IGV (version 2.3.60) [61] were used for indexing the alignment files and viewing the aligned reads respectively. Gene expression was quantitated as fragments per kilobase of exon model per million mapped fragments (FPKM) using Cufflinks (v 2.2.1) [62, 63] and differential expression was identified using the Cuffmerge and Cuffdiff tools. The false discovery rate (*q* value) was obtained by applying the Benjamini–Hochberg method to a *p*-value calculated using a one-tailed *t*-test [62, 63]. The library normalization method used for Cuffdiff was set to “classic-fpkm” and the dispersion method was set to “per-condition”. Cummerbund (version 2.4.1) [62] was used to assess replicate concordance between sample groups. Gene-set enrichment analysis was performed using differentially expressed gene lists with the WEB-based GEne SeT AnaLysis Toolkit (Webgestalt) [64] by selecting the KEGG database and viewing the 10 pathways with lowest *p*_adj_-value (*p*-value adjusted using the Benjamini–Hochberg method).

### Clustering analysis

The complex heatmap package (version 1.12.0) [65] was used to cluster RNA-seq data (Fig. 5c). The “clustering distance rows” parameter was set to “maximum”; the “clustering method rows parameter” was set to “ward.D”. Genes were included in the clustering analysis if they were differentially expressed (|log_2_ Fold Change| > 1; *q* < 0.01) between one or more pairwise group comparisons. Over 12,000 genes together with the gene expression levels were examined by *k*-means (*k* = 4) clustering.

### Enrichment analysis

We used RNA-seq data (Fig. 5) and Mouse ENCODE ChIPSeq datasets [37] (accession numbers GSM912901 and GSM912902) to evaluate the overlap between genes that were non-differentially expressed or differentially expressed between JNK^WT^ and JNK^KO^ on involution day 3 (Fig. 5c), and genes that bind the transcription factors cJUN and JUND. Peaks that passed the irreproducible discovery rate at a threshold of 2% were selected from the ENCODE project. The Mouse ENCODE ChIPSeq bed files with mm10 coordinates were entered as input into PAVIS [66] and the nearest genes to the peaks from the ChIPSeq data were annotated. The “genome assembly” and the “gene set” were set to “Ensembl GRCm38” and “mm10 all genes”, respectively. The upstream distance from the transcription start site and the downstream distance from the transcript termination site were each set to 20,000 bp. The intersections between the differentially expressed genes (identified by RNA-seq analysis (Fig. 5c)) and the genes that bind the transcription factors JUN and JUND (identified using ENCODE ChIPseq data) were identified using Interactivenn (http://www.interactivenn.net/) [67]. Statistical significance between two groups was determined by Pearson’s *χ*^2^ test.

### Statistical analysis

Data are presented as the mean and standard error. Statistical analysis was performed using GraphPad Prism version 7 (GraphPad Software, La Jolla). ANOVA with Bonferroni’s test was used to determine significance with an assumed confidence interval of 95%. The significance of pairwise comparisons was determined using Students *t*-test (*p* < 0.05). The false discovery rate (*q* value) was obtained by applying the Benjamini–Hochberg method to the *p*-value.

### Accession number

The RNA-seq data was deposited in the Gene Expression Omnibus (GEO) database with accession number GSE89495.

## Electronic supplementary material

Supplemental Material

# Supplementary material for: The cJUN NH2-terminal kinase (JNK) pathway contributes to mouse mammary gland remodeling during involution
**Source:** Cell Death Differ. 2018 Mar 6;25(9):1702–15. doi: 10.1038/s41418-018-0081-z
**Supplement:** Supplementary file 1 — Supplemental Material

## **Supplementary Information**

### **The cJUN NH<sub>2</sub>-terminal kinase (JNK) pathway contributes to mouse mammary gland remodeling during involution**

Nomeda Girnius, Yvonne J. K. Edwards, and Roger J. Davis

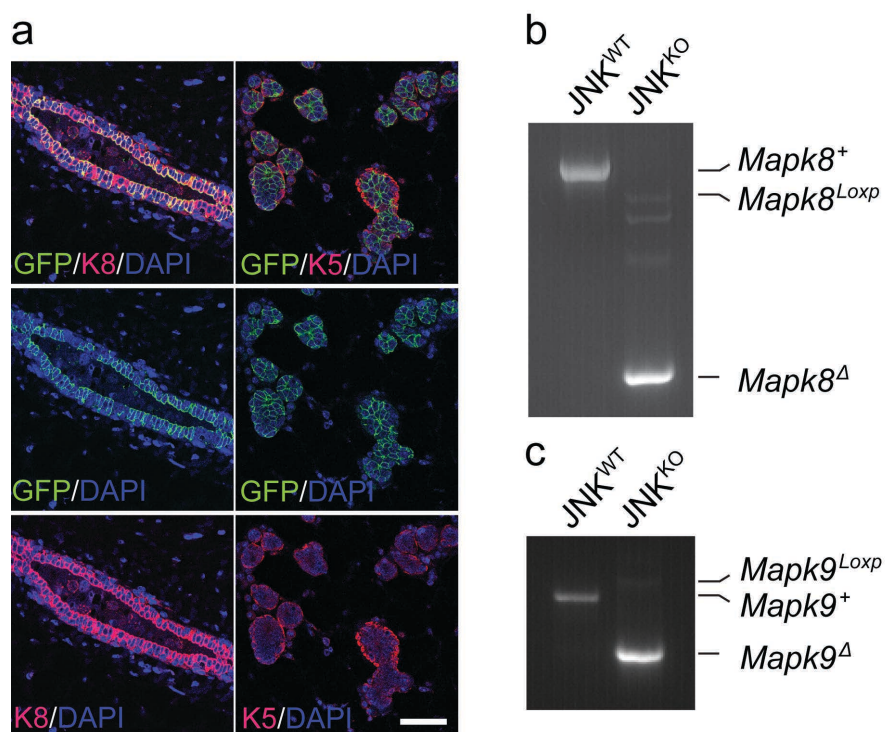

**Supplemental Figure S1. *Mapk8* and *Mapk9* gene disruption in luminal mammary epithelial cells.**

(a) Sections of mammary glands prepared from single parous female *Wap-Cre<sup>-/+</sup> Rosa<sup>mT/mG</sup>* reporter mice were stained with antibodies to GFP, keratin 5 (K5), or keratin 8 (K8), and then counter-stained with DAPI. The GFP antibody stains *Cre<sup>+</sup>* cells in the reporter mice. The images presented are representative of sections prepared from mammary glands of 7 mice. Scale bar = 50  $\mu$ m.

(b,c) *Cre*-mediated recombination of *Mapk8<sup>Loxp</sup>* (b) and *Mapk9<sup>Loxp</sup>* (c) alleles was confirmed by PCR analysis of genomic DNA isolated from mammary epithelial cells isolated from mice after 10 days of lactation.

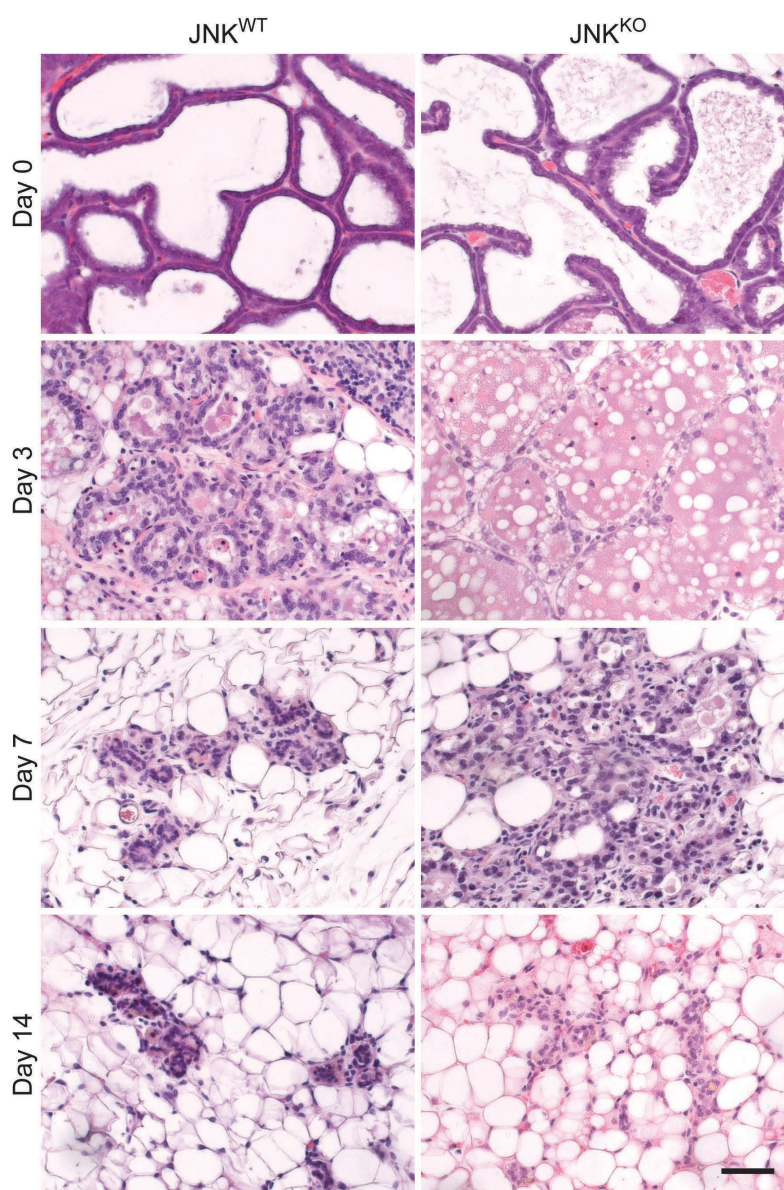

**Supplemental Figure S2. JNK is required for mammary gland involution.**

Sections of mammary glands from JNK<sup>WT</sup> and JNK<sup>KO</sup> female mice on day 0, 3, 7, and 14 of involution were stained with H&E. The images are representative of sections taken from n=5 JNK<sup>WT</sup> mice and n=5 JNK<sup>KO</sup> mice for each condition. Scale bar = 50  $\mu$ m.

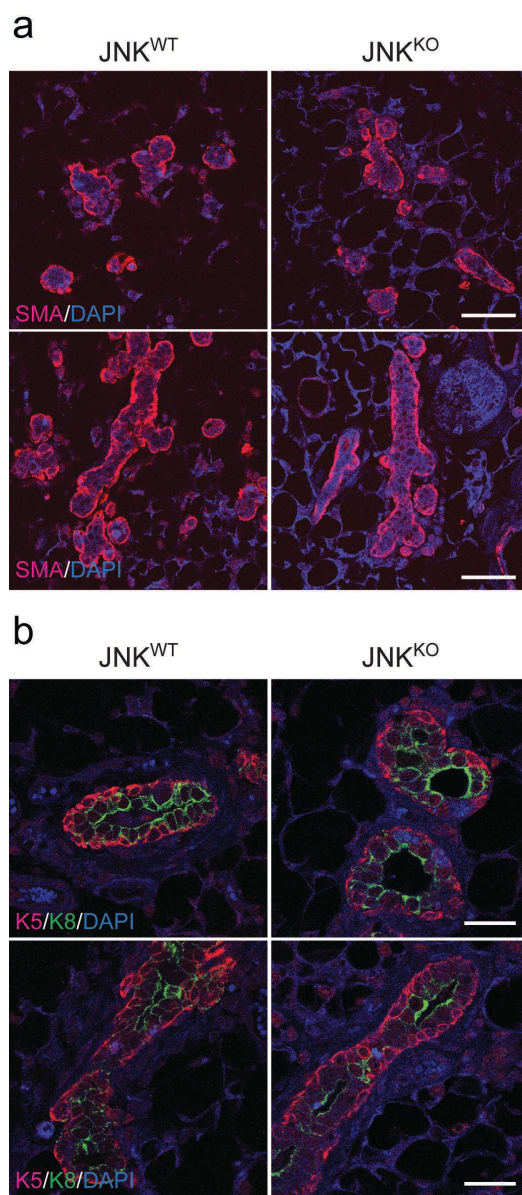

**Supplemental Figure S3. Epithelial cell populations in mammary glands after involution.**

(a,b) Mammary gland sections were stained with antibodies to smooth muscle actin (SMA, a) or with antibodies to keratin 5 and 8 (K5 and K8, b), and counterstained with DAPI. Representative images are presented (n=4  $JNK^{WT}$  mice and n=4  $JNK^{KO}$  mice). Scale bars = 50  $\mu m$  (a) and 30  $\mu m$  (b).

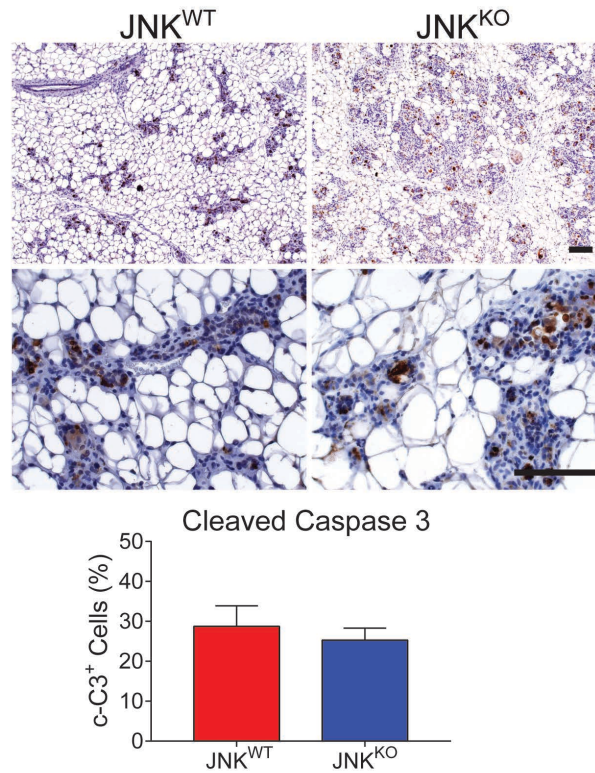

**Supplemental Figure S4. Caspase 3 activation in mammary glands after 7 days of involution.**

Sections prepared from mammary glands of JNK<sup>WT</sup> mice and JNK<sup>KO</sup> mice on day 7 of involution were stained with an antibody to cleaved caspase 3 (c-C3<sup>+</sup>). Representative images are presented. c-C3<sup>+</sup> cells were quantitated in 6 fields (40x) per section and presented as the % of total cells. Statistical significance was calculated using an unpaired, two-tailed t-test (mean ± SEM; n=5 JNK<sup>WT</sup> mice and n=5 JNK<sup>KO</sup> mice; p=0.59). Scale bars = 100 μm.

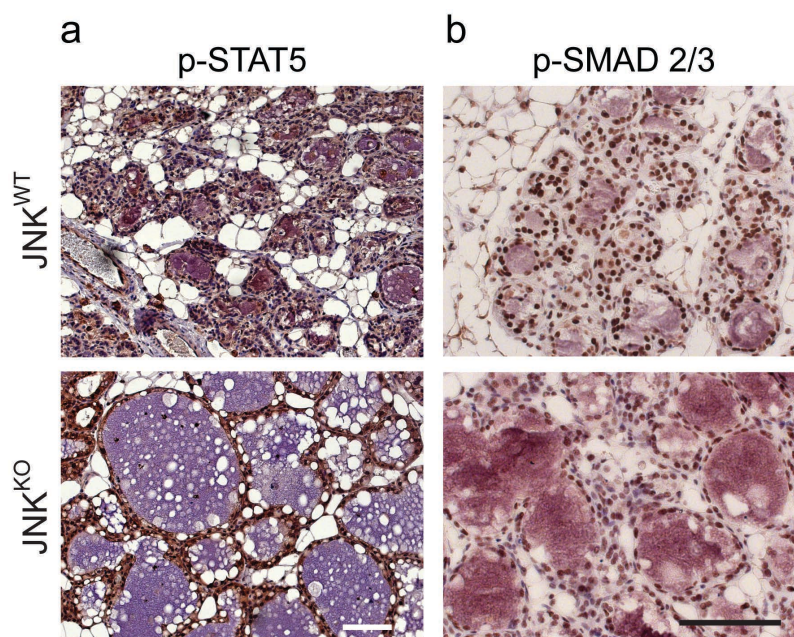

**Supplemental Figure S5. JNK deficiency does not alter STAT5 or SMAD2/3 activation during involution.**

(a,b) Sections prepared from mammary glands of 5 JNK<sup>WT</sup> mice and 5 JNK<sup>KO</sup> mice on involution day 3 were stained with an antibody to p-STAT5 (a) or p-SMAD2/3 (B) and counterstained with hematoxylin. Representative images are presented. Scale bars = 100  $\mu$ m.

**a**

| Biological Group        | Mean Reads | Mean Read Mapping Rate |
|-------------------------|------------|------------------------|
| JNK <sup>WT</sup> Day 0 | 66,439,000 | 98.3 %                 |
| JNK <sup>KO</sup> Day 0 | 63,476,000 | 98.1 %                 |
| JNK <sup>WT</sup> Day 3 | 61,129,000 | 97.9 %                 |
| JNK <sup>KO</sup> Day 3 | 64,328,000 | 98.0 %                 |

**b**

| JNK <sup>WT</sup>    |           |                          |
|----------------------|-----------|--------------------------|
| Biotype              | Frequency | Differentially Expressed |
| Protein Coding       | 22,580    | 9,882                    |
| Pseudogene           | 5,850     | 413                      |
| lincRNA              | 1,762     | 108                      |
| Processed Transcript | 621       | 57                       |
| Antisense            | 1,443     | 32                       |
| miRNA                | 1,768     | 11                       |
| snoRNA               | 1,453     | 10                       |
| misc RNA             | 529       | 4                        |
| Polymorphic          | 15        | 3                        |
| pseudogene           |           |                          |
| rRNA                 | 299       | 2                        |
| Mt tRNA              | 8         | 1                        |
| Sense Intronic       | 86        | 1                        |
| Sense Overlapping    | 8         | 1                        |
|                      | 36,422    | 10,525                   |

**c**

| JNK <sup>KO</sup>    |           |                          |
|----------------------|-----------|--------------------------|
| Biotype              | Frequency | Differentially Expressed |
| Protein Coding       | 22,583    | 9,468                    |
| Pseudogene           | 5,850     | 457                      |
| lincRNA              | 1,762     | 94                       |
| Processed Transcript | 621       | 51                       |
| Antisense            | 1,443     | 33                       |
| snoRNA               | 1,453     | 9                        |
| miRNA                | 1,768     | 8                        |
| misc RNA             | 529       | 6                        |
| Polymorphic          | 15        | 4                        |
| pseudogene           |           |                          |
| rRNA                 | 299       | 3                        |
| Sense Intronic       | 86        | 1                        |
| Sense Overlapping    | 8         | 1                        |
|                      | 36,417    | 10,135                   |

**Supplemental Figure S6. Summary of RNA sequencing analysis.**

(a) RNA sequencing analysis of mammary glands isolated from JNK<sup>WT</sup> and JNK<sup>KO</sup> mice is summarized. Each biological group comprises 3 independent replicates.

(b,c) Biotypes were determined for both detected gene expression and genes that are differentially expressed ( $\log_2|\text{Fold Change}| > 1$ ,  $q < 0.01$ ) between day 0 and day 3 of involution in JNK<sup>WT</sup> mice (b) and JNK<sup>KO</sup> mice (c).

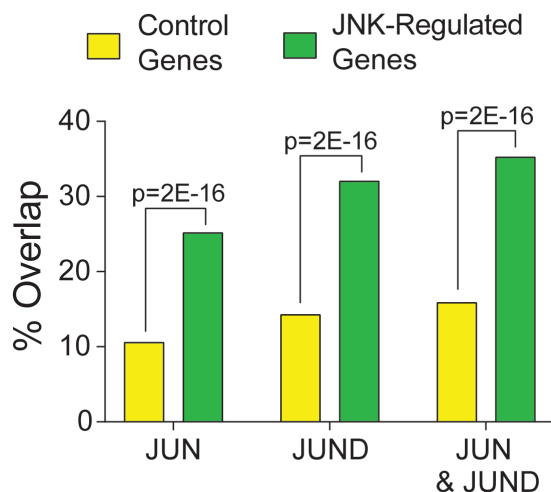

**Supplemental Figure S7. Enrichment of AP1 binding sites with genes that exhibit JNK-dependent expression during involution.**

Genes expressed in a JNK-dependent manner (green) or JNK-independent manner (yellow) after 3 days of involution (Figure 5) were compared with genes identified by ChIP-Seq analysis (cJUN, JUND, or JUN plus JUND) to determine overlap between JNK-dependent gene expression and genes with AP1 binding sites. Pearson's Chi-squared test was used to determine statistical significance.

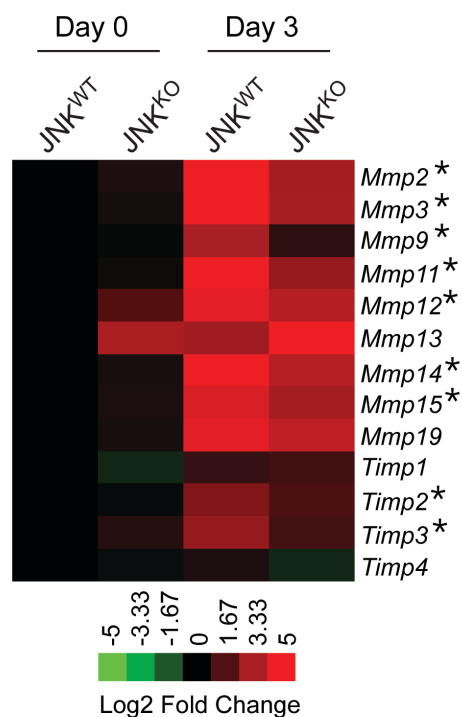

### Supplemental Figure S8. Mammary gland expression of *Mmp* and *Timp* genes.

Heatmap representation of RNA-seq data showing *matrix metalloproteinase* and *tissue inhibitor of metalloproteinase* gene expression. Asterisks denote genes that are differentially expressed (*Mmp2* q=0.00015, *Mmp3* q=0.00015, *Mmp9* q=0.00015, *Mmp11* q=0.00015, *Mmp12* q=0.0041, *Mmp14* q=0.00015, *Mmp15* q=0.00029, *Timp2* q=0.027, *Timp3* q=0.00042; calculated using the Benjamini-Hochberg method) between JNK<sup>WT</sup> and JNK<sup>KO</sup> mammary glands on involution day 3 (mean; n=3 JNK<sup>WT</sup> mice and n=3 JNK<sup>KO</sup> mice for each condition).

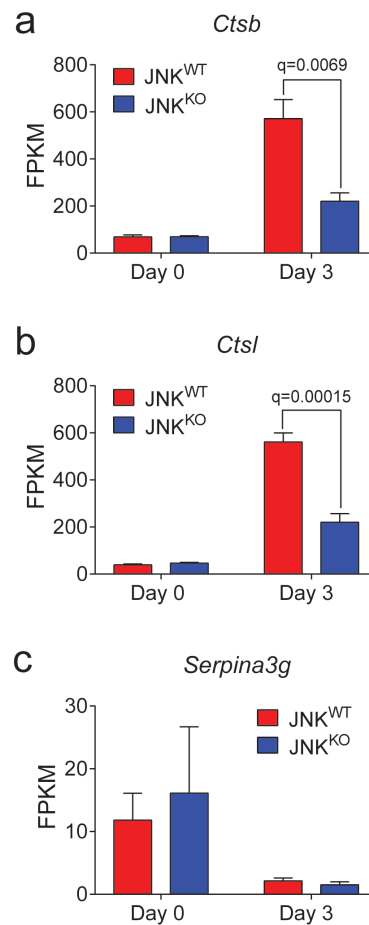

### Supplemental Figure S9. Mammary gland expression of cathepsin.

(a-c) The mRNA expression of *Ctsb* (a), *Ctsl* (b), and *Serpina3g* (c) was measured by RNA-seq analysis. The data are presented as fragments per kilobase of exon model per million mapped fragments (FPKM) (mean  $\pm$  SEM; n=3 JNK<sup>WT</sup> mice and n=3 JNK<sup>KO</sup> mice). The Benjamini-Hochberg method was used to calculate q-values.

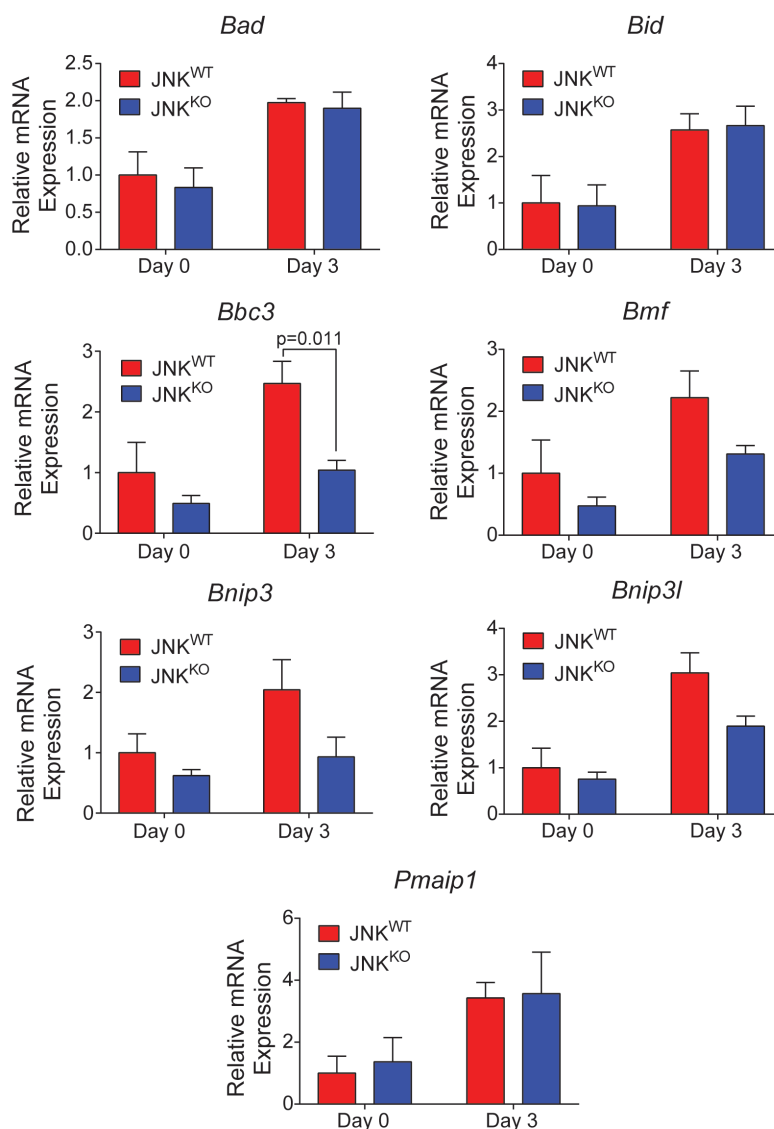

### Supplemental Figure S10. Mammary gland expression of BH3-only genes.

Quantitative RT-PCR was performed on RNA isolated from mammary glands on involution day 0 and day 3. The relative expression of *Bad*, *Bbc3*, *Bid*, *Bmf*, *Bnip3*, *Bnip3l*, and *Pmaip1* mRNA was measured using Taqman<sup>®</sup> assays. Statistical significance was calculated using two-way ANOVA with Bonferroni's multiple comparisons test (mean  $\pm$  SEM; Day 0, n=6 JNK<sup>WT</sup> mice and n=6 JNK<sup>KO</sup> mice; Day 3, n=8 JNK<sup>WT</sup> mice and n=6 JNK<sup>KO</sup> mice; p-values <0.05 are presented).

How the deposited data were processed for this re-analysis (not part of the article)

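RNA of whole mammary glands was sequenced from JNK WT and JNK KO mice on involution days 0 and 3, with 3 libraries per group and 12 in all. The authors trimmed the reads with Trimmomatic 0.36, aligned them to Ensembl GRCm38 with Bowtie2 and TopHat2 2.0.14, and computed the FPKM of each library with Cufflinks 2.2.1. No further scaling between libraries is stated for these FPKM. Every column of library values was matched to a group by its label, and the numbers within groups are the deposited columns' own, which carry no link to the replicate numbers of the labels. The table also holds p-values and q-values that the authors computed with Cuffdiff (classic-fpkm normalization) for JNK WT glands on day 0 against day 3. The headers of that block stand 1 column to the left of their values, so each was read from its values, and no such values were read for the other comparisons. By the authors' q-values 10364 genes passed q under 0.01 and an absolute log2 fold change above 1 with both groups above 0, of which 10248 were higher and 116 lower on day 3, 9838 are also in the list found here, 526 are not, and 2720 were found here alone. A further 137 passed q under 0.01 with a group at 0.

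The table holds 37756 gene models. Of these, 2 carry no FPKM and were left out, 24 have a symbol turned into a date and 466 combine several symbols, whose values cannot be assigned to a single gene. By symbol and place 34213 models (90.6%) match GENCODE M21, which may differ from the annotation the authors used. The paper's supplement states the mean reads of each group, which are of similar size. FPKM carry no counts, so the depth of single libraries is not given by them and no test on counts was run. Exon lengths of the matched genes were used only for the share of milk genes and for 1 scaling. The ChIP, RT-qPCR and immunoblot data and the KEGG pathways of the paper were not analysed here.

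Genes with an FPKM of at least 0.5 in at least 3 libraries were kept, and log2(FPKM + 0.1) was tested with limma 3.58.1 in R 4.3.3 with a mean-variance trend. The fit holds the 4 group means, with 8 residual and 4.03 prior degrees of freedom, and tests are two-sided with Benjamini-Hochberg adjustment per comparison. Counts of changed genes use an adjusted p under 0.01 and an absolute log2 fold change above 1, and single genes an adjusted p under 0.05. With 3 against 3 libraries an exact permutation test cannot go below a two-sided p of 0.1, so the p-values of single genes rest on the spread pooled over genes by limma. Standard errors are those of the moderated fit. Clusters are by k-means on z-scored group means, and lists were tested in the clusters with Fisher's exact test and in the comparisons with camera at a preset correlation of 0.01 between genes, and again with the correlation estimated. Median ratio scaling divides each library by its median ratio to the geometric mean over libraries. The common total without milk genes keeps the antigen receptor segments, short gene models that held 68.9% and 51.8% of the FPKM sum in JNK WT and JNK KO glands on day 3. Calls that end under that total may therefore follow these segments. Other settings change the pseudocount, the filter, the scaling, the groups in the fit, the trend, the eBayes step, weights per library, or leave out each library in turn.

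Genes are named by a rule. It takes every gene the paper names or draws from its RNA-seq, with Mapk8 and Mapk9, and values read from the paper's figures count as seen. It takes per comparison the 10 largest rises and 10 largest falls past the count thresholds with a mean of at least 1 FPKM over the 12 libraries. In pairwise comparisons the libraries of the groups must also not overlap. Gene models that have only a clone name are left out. It takes per list up to 2 members in each direction past an adjusted p of 0.05 with the largest change, or, where none passes, the 2 with the highest mean FPKM. The 38 lists are AP1-related genes, Mmp and Timp genes and BH3-only genes from the paper, and lists of pathways, organelles and cell types written from general knowledge, such as cathepsins, milk genes, macrophage markers and skeletal muscle markers. Several cell type lists hold genes that other tissues also express.

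The test was tried on simulated data for the day 3 comparison with 200 changed genes among 14512, in 5 runs. Each gene had its residual spread pooled over all 4 groups. At the count thresholds it recovered 3.20%, 52.8%, 76.4% and 91.6% of genes changed by log2 fold changes of 1, 2, 3 and 4, and 1.06% of its calls were false. At an adjusted p of 0.05 alone it recovered 10.0% and 72.4% at log2 fold changes of 1 and 2. The simulated genes varied independently, with the same spread in each group and no shift of most genes on day 3. The real libraries differ in these points, so the share of false calls need not hold for the real calls.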

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

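The tests of scaling, reads of milk genes, RNA per cell, muscle tissue, JNK loss and a strain variant, and the choice of Pttg1 and of the lists of cell type markers, were chosen only after the result was seen. The difference between the genotypes in the change from day 0 to day 3 itself passed for 2 gene models. Gm25596, a small nuclear RNA gene, had -7.74, with FPKM above 0 only in the 3 libraries of JNK KO glands on day 0. Gm13381, an antisense gene model over the same span as Cel, had 3.85, so that reads of Cel cannot be separated from it without strands. Signals in genes the paper does not discuss brought in Pttg1, with a log2 difference of -3.09 on day 3, and 4 lists of cell type markers, each with every member lower in JNK KO glands on day 3 when adjusted over the list alone. Over all genes 1 of 4, 2 of 5, 4 of 4 and 13 of 13 of the hormone-sensing luminal, brown adipocyte, mast cell and skeletal muscle markers passed. Of these lists, hormone-sensing luminal markers had a median of -1.43, with Esr1 and Foxa1 among them, and lost the camera call with a pseudocount of 0.01 (-1.05 relative to all genes). Brown adipocyte markers had -3.765, and mast cell markers -1.946. Of the brown adipocyte markers Cox7a1 was at 96.5, 89.4 and 9.61 FPKM in JNK WT day 3 libraries 3, 6 and 12, Ppargc1a at 7.31, 3.71 and 0.522 and Cox8b at 145, 117 and 37.2, the order of the skeletal muscle markers. The camera call of each of the 4 lists ended with an estimated correlation, and that of brown adipocyte markers without JNK WT day 3 replicate 3 (-1.73 relative to all genes).

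Most genes changed from day 0 to day 3 were higher on day 3, beside the fall of the milk genes' share of the FPKM. The share of reads outside milk genes, from FPKM and exon lengths, went from 9.18% to 79.9% in JNK WT glands, a log2 rise of 3.12 against a median change of 2.37 over all genes. Milk genes taking most of the FPKM total on day 0 and a rise of RNA per cell on day 3 would both give this and cannot be told apart, because FPKM carry no absolute scale, and housekeeping controls had a median of -0.127 relative to all genes in JNK WT glands. The scaling chosen therefore sets which genes are read as rising.

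Skeletal muscle markers, which gave a median of -8.17 on day 3, were high in JNK WT day 3 libraries 3 and 6 and lower in library 12, and of its named members the most abundant, Tnnt3 and Tnnc2, reached 1575 ± 1229 and 1318 ± 1036 FPKM in JNK WT glands on day 3. FPKM scaling does not account for the difference, as the median was -7.40 with median ratio scaling, although no single member then passed the test. By limma Tnnt3 went from -8.50 (standard error 2.02, adjusted p = 0.0320) to -7.88 (standard error 2.17, adjusted p = 0.129), a smaller difference with a larger standard error. Genes with an unadjusted p under 0.05 also went from 3620 to 2057, which makes the adjustment stricter. The part of each in the lost call was not tested. Muscle tissue taken with some JNK WT glands is a candidate explanation: 13 of 13 markers share the order with library 12 lowest, by 5.42 to 18.7 times, but genes regulated together would share an order too. JNK loss that lowers these genes in mammary cells cannot be told apart from it: the day 0 median of 1.39 goes against a loss that acts on both days, but no marker passed then and the direction by camera turned without JNK WT day 0 replicate 3 or JNK KO day 0 replicate 3 (-0.82 and 0.12 relative to all genes), and a loss that acts only in involution was not tested. On day 0 the medians per library ran from 0.981 to 87.8 FPKM in JNK WT and from 4.76 to 141 in JNK KO glands. On day 3 they ran from 79.5 to 1288 FPKM in JNK WT glands. JNK loss cannot give the spread within JNK WT glands, so it does not account for that part of the variation.

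Pttg1 was lower in JNK KO glands on both days, and at an adjusted p of 0.05 its day 0 call ended without JNK KO day 0 replicate 2 (-2.72) or 3 (-2.78) and with only the groups compared (-2.78), and both calls ended without milk genes in the total (-3.39 on day 0 and -2.53 on day 3). That total keeps the antigen receptor segments, which held 28.4% to 74.0% of the FPKM sum in the day 3 libraries. It divided JNK KO day 3 libraries 3 and 6 by 0.898 and 2.94, against 1.39 and 2.06 by median ratios. FPKM scaling does not account for the difference, which was -2.55 on day 3 with median ratio scaling, but the day 0 call ended there too, as -2.78 (standard error 0.28) became -3.10 (standard error 0.42) with a wider spread. A strain variant carried beside the targeted alleles cannot be told apart from an effect of JNK loss, as Pttg1 lies 6.42 Mb from Mapk9. Among the 100 genes with the largest shared difference, 5 with Pttg1 itself lie within 10 Mb of Mapk8 or Mapk9 against 1.79 by chance (Fisher's exact test, p = 0.0339, with 0.0252 at 5 Mb and 0.0756 at 20 Mb). Of these Gdf10, Ccser2, Cdhr1 and 2610528A11Rik are beside Mapk8 (Fisher's exact test, p = 0.00359, with 0.00110 at 5 Mb and 0.0548 at 20 Mb), and beside Mapk9 there is Pttg1 alone, against 1.17 by chance (Fisher's exact test, p = 0.691), so that no excess was found there.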

How the results depend on the processing

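The tests with a common total without milk genes and short gene models, with median ratio scaling and weights per library together, and with JNK WT day 0 library 1 and JNK KO day 3 library 3 both left out were chosen only after the result was seen. No paired analysis was possible because the columns carry no replicate numbers of the labels. Tests on read counts were not run because the values are FPKM, the authors' p-values served only the JNK WT comparison, and list tests were not run for only the groups compared. Where a library is left out its group keeps 2, and the pooled spread assumes that these vary like the other groups. Followed here are the genes the paper names in all 5 comparisons, the genes with the largest changes in the comparison that picked them, and the lists. For a gene the value is its log2 change. For a list it is the median log2 relative to all genes, and a reversal is of the direction of the camera test.

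Of the results on named genes and lists, all 455 kept their direction and their side of the threshold without the trend, and all 455 with robust eBayes. With a pseudocount of 0.01, 437 kept, 2 newly past and 6 no longer past, with a pseudocount of 1, 423 kept, 14 newly past and 6 no longer past, and with no filter, 394 kept, 33 newly past and 7 no longer past. With a minimum of 1 FPKM, 440 kept, 2 newly past and 4 no longer past, with only the groups compared, 262 kept, 2 newly past and 1 no longer past, and with weights per library, 415 kept, 20 newly past and 1 no longer past. With median ratio scaling, 320 kept, 20 newly past and 43 no longer past, with the 75th percentile, 332 kept, 19 newly past and 43 no longer past, and without milk genes in the total, 273 kept, 25 newly past and 66 no longer past. Without milk genes and short gene models, 352 kept, 15 newly past and 40 no longer past, with median ratio scaling and weights, 313 kept, 30 newly past and 27 no longer past, and without the 2 libraries, 379 kept, 14 newly past and 16 no longer past. When single libraries were left out, between 381 and 437 were kept. Of the list tests 55 no longer passed with an estimated correlation, and of 56 camera calls 1 was left.

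The count of genes changed in JNK WT glands was 12558 as reported and 2659 with median ratio scaling, 2722 with the 75th percentile, 765 without milk genes in the total, 2459 without milk genes and short gene models and 3943 with median ratio scaling and weights. In the same order the count in JNK KO glands was 9641, 1404, 1379, 423, 931 and 3034, and the count shared by both 9311, 1085, 1071, 257, 734 and 2223; the cause was not tested. On day 3 the count of genes that differ between the genotypes was 34 as reported, 4 and 531 with pseudocounts of 0.01 and 1, 71 with no filter, 12 with median ratio scaling, 14 with the 75th percentile, 0 without milk genes in the total, where limma left 1024 genes with an unadjusted p under 0.05, 5 without milk genes and short gene models, 8 with only the groups compared, 1384 with weights per library, 909 with median ratio scaling and weights and 7 without the 2 libraries; the cause was not tested. On day 0 it was 2 as reported and 1 with a pseudocount of 1, with the 75th percentile and without milk genes in the total, 3 with no filter and with median ratio scaling and weights, and 4 without the 2 libraries. The gene that differs on both days, 1 as reported, was 0 by limma with a pseudocount of 1, median ratio scaling, the 75th percentile, no milk genes in the total or only the groups compared, where 51, 81, 87, 32 and 41 genes had an unadjusted p under 0.05 on both days in the same direction. Genes whose change differs between the genotypes went from 1 to 6 with a pseudocount of 1, 3 with no filter, 2 with weights per library, with or without median ratio scaling, and 2 without the 2 libraries.

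Of the paper's genes, 4 passed an adjusted p of 0.05 on day 3 as reported, 12 with a pseudocount of 1, 18 with weights per library, 11 with median ratio scaling and weights, 1 without milk genes and short gene models, 2 without the 2 libraries, and 0 by limma with median ratio scaling, the 75th percentile or no milk genes in the total, with 9, 10 and 5 at an unadjusted p under 0.05; the cause was not tested. Genes were clustered anew under each setting, and the lowest p of the 4 clusters was taken for ribosomal protein genes. It was p = 0.128 with the 75th percentile, 0.220 without milk genes in the total and 0.192 without milk genes and short gene models (Fisher's exact test). The cluster with the lowest p for these genes had a lower day 3 mean in JNK KO than in JNK WT glands with z-scored log2 values (2.33e-30), with k = 3 (9.93e-26) and with median ratio scaling and weights (0.486, exact test). The cause was not tested.

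Leaving out 1 replicate at a time gave 11565 (without JNK WT day 3 replicate 12) to 12458 (without JNK WT day 0 replicate 3) genes changed in JNK WT glands, 7454 (without JNK KO day 3 replicate 6) to 10977 (without JNK WT day 0 replicate 1) in JNK KO glands and 7229 (without JNK KO day 3 replicate 6) to 10562 (without JNK WT day 0 replicate 1) in both. On day 0 the genotypes differed in 0 (without JNK KO day 0 replicate 1) to 2 (without JNK WT day 0 replicate 1) genes, on day 3 in 0 (without JNK KO day 3 replicate 6) to 181 (without JNK WT day 3 replicate 12) and on both days in 0 (without JNK WT day 0 replicate 2) to 1 (without JNK WT day 0 replicate 1). The change differed for 0 (without JNK KO day 0 replicate 1) to 3 (without JNK WT day 3 replicate 3) genes, 0 (without JNK WT day 3 replicate 3) to 15 (without JNK WT day 0 replicate 1) of the paper's genes passed on day 3, and 52 (without JNK WT day 3 replicate 12) to 65 (without JNK KO day 0 replicate 1) list tests passed. Where the lowest count by limma is 0, the libraries named left 320 genes on day 0, 3729 on day 3, 126 on both days, 2001 for the change and 14 of the paper's genes at an unadjusted p under 0.05. For ribosomal protein genes the exact p ran from 4.47e-58 (without JNK WT day 3 replicate 6) to 9.37e-25 (without JNK KO day 3 replicate 4).

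For results past the test as reported or under the setting, direction turned with median ratio scaling for the changes in JNK WT glands of Mapk8 (-0.81), Mapk9 (-0.99), Atf1 (-0.45), Atf2 (-0.31), Atf4 (-1.34), Atf6 (-0.56), Timp1 (-1.41), Timp2 (-0.00759), Timp4 (-2.17), Bad (-0.77), Bnip3 (-1.26), Bnip3l (-0.45), proteasome subunits (-0.0846) and skeletal muscle markers (2.85), and the changes in JNK KO glands of Mapk9 (-1.22), Ctsb (-0.14), Atf1 (-0.17), Atf2 (-0.34), Atf4 (-0.47), Jund (-0.0527), Bnip3l (-0.0142) and OXPHOS genes (-0.33). It turned with the 75th percentile for the changes in JNK WT glands of Mapk8 (-0.64), Mapk9 (-0.81), Atf1 (-0.27), Atf2 (-0.13), Atf4 (-1.16), Atf6 (-0.39), Timp1 (-1.23), Timp4 (-2.00), Bad (-0.59), Bnip3 (-1.08), Bnip3l (-0.27) and skeletal muscle markers (2.87), and the changes in JNK KO glands of Mapk9 (-1.17), Ctsb (-0.0896), Atf1 (-0.12), Atf2 (-0.29), Atf4 (-0.42), Jund (-0.00311), Bnip3 (-1.58) and OXPHOS genes (-0.33). Without milk genes in the total it turned for the changes in JNK WT glands of Mapk8 (-0.94), Mapk9 (-1.12), Atf1 (-0.58), Atf2 (-0.44), Atf4 (-1.47), Atf5 (-0.0365), Atf6 (-0.70), Jund (-0.0573), Timp1 (-1.54), Timp2 (-0.14), Timp4 (-2.30), Bad (-0.90), Bnip3 (-1.39), Bnip3l (-0.58), proteasome subunits (-0.0811) and skeletal muscle markers (2.86), and the changes in JNK KO glands of Atf2 (-0.15), Atf4 (-0.28) and OXPHOS genes (-0.32). Without milk genes and short gene models direction turned for the changes in JNK WT glands of Mapk8 (-0.37), Mapk9 (-0.54), Atf1 (-0.00215), Atf4 (-0.89), Atf6 (-0.13), Timp1 (-0.96), Timp4 (-1.73), Bad (-0.32), Bnip3 (-0.81) and skeletal muscle markers (2.90), and the changes in JNK KO glands of Ctsb (-0.30), Atf1 (-0.33), Atf2 (-0.50), Atf4 (-0.64), Atf7 (-0.00218), Jund (-0.22), Timp2 (-0.15), Bcl2l11 (-0.0500), Bnip3 (-1.80), Bnip3l (-0.18) and OXPHOS genes (-0.34). It turned with median ratio scaling and weights for the changes in JNK WT glands of Mapk8 (-0.66), Mapk9 (-1.29), Atf1 (-0.24), Atf2 (-0.55), Atf4 (-1.03), Atf6 (-0.99), Jund (-0.0656), Timp1 (-0.99), Timp4 (-1.80), Bad (-0.25), Bnip3 (-0.48), proteasome subunits (0.24) and skeletal muscle markers (5.88), and the changes in JNK KO glands of Mapk8 (-0.79), Mapk9 (-1.08), Ctsb (-0.0365), Atf1 (-0.30), Atf2 (-0.35), Atf4 (-0.62), Atf6 (-0.96), Jund (-0.0789), Bnip3 (-1.50) and OXPHOS genes (-0.56), and with no filter for the changes in JNK WT glands of ribosomal protein genes (-0.31) and OXPHOS genes (0.0351). Without JNK WT day 0 replicate 1 it turned for the changes in JNK WT glands of ribosomal protein genes (-0.37) and OXPHOS genes (-0.17), the day 0 differences of fatty acid synthesis (-0.0401) and erythroid markers (0.90), and the differences between changes of OXPHOS genes (-0.12). Without the 2 libraries it turned for the changes in JNK WT glands of ribosomal protein genes (-0.37), the day 0 differences of fatty acid synthesis (-0.0398), and the differences between changes of OXPHOS genes (-0.22). The cause was not tested.

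For results that passed under neither, direction turned with median ratio scaling for the changes in JNK WT glands of caspases and death receptors (-0.24), housekeeping controls (-0.32) and neutrophil markers (2.643), the changes in JNK KO glands of Mapk8 (-0.97), Atf6 (-0.98), Mmp9 (-0.85), Timp3 (-1.05), Bnip3 (-1.63), Mmp and Timp genes (0.53) and B and plasma cell markers (0.39), the day 0 differences of Ctsb (-0.19), Atf5 (-0.17), Mmp3 (-0.0317), Mmp9 (-0.12), Bbc3 (-0.00259), AP1-related transcription factors (0.0691), cathepsins (-0.0103), BCL2 family other than BH3-only (-0.16), housekeeping controls (0.0265), brown adipocyte markers (-0.00308) and T and NK cell markers (0.29), the day 3 differences of Socs3 (0.48), Atf2 (0.24), Atf4 (0.43), Atf5 (0.0698), Atf6 (0.0917), Atf7 (0.28), Fos (0.36), Fosb (0.43), Mmp13 (0.20), Bmf (0.46), Bnip3l (0.0423), AP1-related transcription factors (0.0771), fatty acid synthesis (-0.19), proteasome subunits (0.12), spliceosome genes (0.0699) and housekeeping controls (0.0669), and the differences between changes of Socs3 (0.32), Serpina3g (0.20), Atf1 (0.29), Atf5 (0.24), Fos (0.27), Junb (0.18), Timp2 (0.0208), Bid (0.18), Bnip3l (0.44), Pmaip1 (0.00237), other lysosomal genes (-0.00707), spliceosome genes (0.13) and housekeeping controls (0.0797). With the 75th percentile these were the changes in JNK WT glands of housekeeping controls (-0.31) and neutrophil markers (2.57), the changes in JNK KO glands of Mapk8 (-0.92), Atf6 (-0.93), Mmp9 (-0.81), Timp3 (-1.001), Mmp and Timp genes (0.53) and B and plasma cell markers (0.39), the day 0 differences of Ctsb (-0.11), Atf5 (-0.0931), Mmp9 (-0.0454), AP1-related transcription factors (0.0725), BCL2 family other than BH3-only (-0.16), housekeeping controls (0.0335), brown adipocyte markers (-0.0351) and T and NK cell markers (0.26), the day 3 differences of Socs3 (0.43), Atf2 (0.18), Atf4 (0.38), Atf5 (0.0177), Atf6 (0.0407), Atf7 (0.23), Fos (0.30), Fosb (0.39), Mmp13 (0.16), Bmf (0.41), fatty acid synthesis (-0.19), proteasome subunits (0.11), spliceosome genes (0.0671) and housekeeping controls (0.0634), and the differences between changes of Socs3 (0.20), Serpina3g (0.0757), Atf1 (0.16), Atf5 (0.11), Fos (0.14), Junb (0.0568), Bid (0.0581), Bnip3l (0.31), other lysosomal genes (-0.0173), spliceosome genes (0.12) and housekeeping controls (0.0700), and without milk genes in the total the changes in JNK WT glands of JNK pathway kinases (0.0898), caspases and death receptors (-0.23), unfolded protein response (0.15), housekeeping controls (-0.32) and neutrophil markers (2.49), the changes in JNK KO glands of Mapk8 (-0.79), Mapk9 (-1.03), Atf6 (-0.79), Mmp9 (-0.70), Timp3 (-0.86), Bnip3 (-1.44), Mmp and Timp genes (0.54), housekeeping controls (-0.10) and B and plasma cell markers (0.38), the day 0 differences of Socs3 (-0.10), Ctsb (-0.50), Ctsl (-0.26), Atf2 (-0.0427), Atf5 (-0.47), Fos (-0.22), Fosl2 (-0.23), Mmp3 (-0.33), Mmp9 (-0.36), Mmp19 (-0.0932), Bbc3 (-0.25), cathepsins (-0.0254), other lysosomal genes (-0.0551), BCL2 family other than BH3-only (-0.15), housekeeping controls (0.00649), brown adipocyte markers (0.0634), T and NK cell markers (0.37) and erythroid markers (-0.0589), the day 3 differences of Socs3 (0.50), Atf1 (0.00403), Atf2 (0.25), Atf4 (0.45), Atf5 (0.0877), Atf6 (0.11), Atf7 (0.31), Fos (0.37), Fosb (0.42), Mmp13 (0.23), Bmf (0.48), Bnip3l (0.0601), fatty acid synthesis (-0.19), proteasome subunits (0.12), spliceosome genes (0.0699), housekeeping controls (0.0659) and MHC class II genes (-0.17), and the differences between changes of Mapk8 (0.15), Mapk9 (0.0906), Socs3 (0.60), Serpina3g (0.51), Atf1 (0.61), Atf2 (0.30), Atf5 (0.56), Fos (0.59), Fosl2 (0.22), Junb (0.50), Jund (0.20), Mmp13 (0.12), Timp2 (0.34), Timp4 (0.15), Bbc3 (0.23), Bid (0.51), Bik (0.20), Bmf (0.23), Bnip3l (0.75), Pmaip1 (0.25), other lysosomal genes (0.00649), spliceosome genes (0.14) and housekeeping controls (0.0919). The common total without milk genes and short gene models turned the changes in JNK WT glands of JNK pathway kinases (0.11), housekeeping controls (-0.28) and neutrophil markers (2.39), the changes in JNK KO glands of Mapk8 (-1.13), Mapk9 (-1.39), Atf6 (-1.14), Mmp9 (-0.99), Timp3 (-1.21), Mmp and Timp genes (0.52), housekeeping controls (-0.13) and B and plasma cell markers (0.39), the day 0 differences of Mapk9 (0.00646), Serpina3g (0.0787), Atf1 (0.0245), Jund (0.0606) and spliceosome genes (-0.0264), the day 3 differences of Socs3 (0.19), Atf4 (0.14), Atf7 (0.00485), Fos (0.0669), Fosb (0.21), Bmf (0.18), AP1-related transcription factors (0.0694), proteasome subunits (0.11), spliceosome genes (0.0565) and housekeeping controls (0.0516), and the differences between changes of housekeeping controls (0.0340), and median ratio scaling with weights the changes in JNK WT glands of caspases and death receptors (0.27), housekeeping controls (-0.0996) and neutrophil markers (1.99), the changes in JNK KO glands of Mmp9 (-0.45), Timp3 (-0.60), Mmp and Timp genes (0.88) and B and plasma cell markers (0.53), the day 0 differences of Ctsb (-0.13), Serpina3g (0.46), Atf5 (-0.0541), Fosl2 (-0.23), Mmp11 (0.49), Mmp14 (-0.00953), Timp2 (0.00578), Bnip3l (0.10), AP1-related transcription factors (-0.0417), cathepsins (0.13), BCL2 family other than BH3-only (0.14), housekeeping controls (-0.0527), brown adipocyte markers (0.58) and T and NK cell markers (0.17), the day 3 differences of Socs3 (0.57), Serpina3g (0.40), Atf2 (0.26), Atf4 (0.25), Atf5 (0.23), Atf6 (0.0675), Atf7 (0.27), Fos (0.47), Fosb (1.38), Fosl2 (0.14), Mmp12 (0.38), Mmp13 (0.36), Mmp19 (0.42), Bbc3 (0.46), Bcl2l11 (0.0745), Bmf (0.66), Bnip3l (0.0602), Pmaip1 (0.21), AP1-related transcription factors (0.20), fatty acid synthesis (-0.27), proteasome subunits (0.0256), spliceosome genes (-0.0174) and housekeeping controls (0.0943), and the differences between changes of Mapk9 (0.21), Socs3 (0.46), Atf2 (0.20), Atf5 (0.28), Atf6 (0.0364), Atf7 (0.0329), Fos (0.27), Fosb (0.73), Fosl2 (0.37), Junb (0.11), Mmp19 (0.31), Bbc3 (0.28), Bid (0.47), Bmf (0.14), Pmaip1 (0.42), other lysosomal genes (0.0924), spliceosome genes (0.0176) and housekeeping controls (0.19). The cause was not tested.

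Also past the test under neither, weights per library turned the day 0 differences of Ctsb (-0.20), Serpina3g (0.23), Atf5 (-0.24), Fosl2 (-0.36), Mmp3 (-0.13), Mmp9 (-0.22), Mmp11 (0.50), Mmp19 (-0.0292) and Bbc3 (-0.29), the day 3 differences of Socs3 (0.38), Mmp13 (0.0944), Bbc3 (0.12), Bmf (0.18) and Pmaip1 (0.19), and the differences between changes of Socs3 (0.30), Fosl2 (0.0806), Bbc3 (0.42), Bid (0.20) and Pmaip1 (0.43), and no filter the changes in JNK WT glands of hypoxia and glycolysis (0.53), cell cycle genes (-0.0690) and myoepithelial markers (0.11), the changes in JNK KO glands of Mmp and Timp genes (1.17), JNK pathway kinases (0.33), hypoxia and glycolysis (0.14), myoepithelial markers (-0.00733) and B and plasma cell markers (-0.18), the day 0 differences of milk protein and milk fat globule genes (0.0960), cholesterol synthesis (0.15), spliceosome genes (0.12), brown adipocyte markers (0.0260) and erythroid markers (0.11), the day 3 differences of BH3-only genes (-0.16), other lysosomal genes (-0.0431), fatty acid synthesis (-0.31) and caspases and death receptors (0.0339), and the differences between changes of prolactin and STAT5 axis (0.0764) and BCL2 family other than BH3-only (-0.13). A minimum of 1 FPKM turned the changes in JNK WT glands of JNK pathway kinases (0.12) and brown adipocyte markers (0.81), the day 0 differences of AP1-related transcription factors (-0.0320), and the differences between changes of BCL2 family other than BH3-only (0.0287), a pseudocount of 0.01 the changes in JNK WT glands of T and NK cell markers (1.02), the changes in JNK KO glands of neutrophil markers (2.11), the day 0 differences of BCL2 family other than BH3-only (-0.16), housekeeping controls (0.0283), brown adipocyte markers (-0.0154) and T and NK cell markers (0.43), the day 3 differences of other lysosomal genes (0.0796), fatty acid synthesis (-0.19) and T and NK cell markers (-0.15), and the differences between changes of T and NK cell markers (-0.54), and a pseudocount of 1 the changes in JNK WT glands of brown adipocyte markers (0.85) and T and NK cell markers (-0.79), the changes in JNK KO glands of T and NK cell markers (-0.54), the day 0 differences of Serpina3g (0.00495), Mmp11 (0.0245), milk protein and milk fat globule genes (0.0682) and spliceosome genes (0.0583), the day 3 differences of Fosb (0.13), AP1-related transcription factors (0.0240) and housekeeping controls (-0.0371), and the differences between changes of Fosb (0.0552) and housekeeping controls (-0.15). The removal of the 2 libraries turned the changes in JNK WT glands of OXPHOS genes (-0.17), brown adipocyte markers (1.48) and B and plasma cell markers (0.17), the changes in JNK KO glands of JNK pathway kinases (-0.14), cell cycle genes (0.33), endothelial markers (0.49) and B and plasma cell markers (0.32), the day 0 differences of Ctsb (-0.16), Serpina3g (0.45), Atf2 (-0.0177), Atf5 (-0.0337), Atf6 (-0.0857), Fosl2 (-0.14), Mmp11 (0.0976), Mmp14 (-0.0853), Mmp15 (-0.0331), Timp2 (0.0265), Bnip3l (0.0716), AP1-related transcription factors (-0.0287), BH3-only genes (0.13), JNK pathway kinases (-0.0946), milk protein and milk fat globule genes (0.00949), prolactin and STAT5 axis (-0.0977), caspases and death receptors (-0.0801), cell cycle genes (-0.0736), housekeeping controls (-0.0120), hormone-sensing luminal markers (-0.0777), myoepithelial markers (-0.00908), brown adipocyte markers (0.54), T and NK cell markers (0.27), MHC class II genes (0.0592) and erythroid markers (0.90), the day 3 differences of Fosb (0.31), Bmf (0.34), fatty acid synthesis (-0.37), macrophage markers (0.0217), T and NK cell markers (0.0981) and MHC class II genes (-0.0536), and the differences between changes of Bid (0.23), other lysosomal genes (0.0811), housekeeping controls (0.13), B and plasma cell markers (0.0197) and erythroid markers (-0.53). The cause was not tested.

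Leaving out single replicates turned direction at least once for the following, with the lowest and highest value of each, and apart from those named above without JNK WT day 0 replicate 1 none was past the test before or after. They are the changes in JNK WT glands of JNK pathway kinases (-0.26 to 0.41), hypoxia and glycolysis (-0.31 to 0.26), ribosomal protein genes (-1.25 to -0.37), OXPHOS genes (-1.02 to -0.17), brown adipocyte markers (0.64 to 1.49), neutrophil markers (1.81 to 2.10) and T and NK cell markers (-0.11 to 0.75), the changes in JNK KO glands of Bnip3 (-0.29 to 0.66), JNK pathway kinases (-0.30 to -0.11), OXPHOS genes (-0.35 to -0.0711), endothelial markers (0.49 to 0.63), neutrophil markers (1.13 to 1.57), T and NK cell markers (0.0462 to 0.58), B and plasma cell markers (-0.16 to 0.32) and mast cell markers (-0.0566 to 0.60), the day 0 differences of Mapk9 (-0.74 to 0.26), Socs3 (-0.33 to 1.04), Ctsb (-0.16 to 0.16), Serpina3g (-0.95 to 0.64), Atf1 (-0.24 to 0.15), Atf2 (-0.0177 to 0.76), Atf3 (-0.73 to 0.31), Atf5 (-0.12 to 0.27), Atf6 (-0.0857 to 1.11), Fos (-0.11 to 0.62), Fosl2 (-0.15 to 0.65), Junb (-0.0351 to 1.11), Jund (-0.30 to 0.31), Mmp3 (-0.38 to 0.55), Mmp9 (-0.25 to 0.35), Mmp11 (-0.65 to 0.37), Mmp14 (-0.0853 to 0.99), Mmp15 (-0.0331 to 1.13), Timp2 (-0.39 to 0.0265), Bbc3 (-0.45 to 0.56), Bik (-0.31 to 0.0656), Bnip3l (-0.32 to 0.0716), Pmaip1 (-0.19 to 0.15), AP1-related transcription factors (-0.26 to 0.21), Mmp and Timp genes (-0.0620 to 0.32), BH3-only genes (-0.51 to 0.13), JNK pathway kinases (-0.0949 to 0.38), cathepsins (-0.0692 to 0.12), milk protein and milk fat globule genes (-0.12 to 0.0220), fatty acid synthesis (-0.0401 to 0.63), cholesterol synthesis (-0.19 to 0.14), prolactin and STAT5 axis (-0.0980 to 0.28), BCL2 family other than BH3-only (-0.39 to 0.33), caspases and death receptors (-0.22 to -0.00775), interferon-stimulated genes (-0.24 to -0.0807), cell cycle genes (-0.0739 to 0.34), spliceosome genes (-0.0828 to 0.0794), housekeeping controls (-0.0509 to 0.24), luminal epithelium markers (-0.30 to -0.0445), hormone-sensing luminal markers (-0.0780 to 0.29), myoepithelial markers (-0.13 to 0.19), brown adipocyte markers (-0.30 to 0.54), T and NK cell markers (-0.19 to 0.27), MHC class II genes (-0.46 to 0.0590), skeletal muscle markers (-0.82 to 2.68) and erythroid markers (-0.76 to 0.90), the day 3 differences of Socs3 (-0.26 to 0.44), Atf4 (-0.16 to 0.0122), Fos (-0.36 to 0.0418), Fosb (-0.92 to 0.59), Junb (-0.0912 to 0.47), Mmp13 (-0.44 to 0.0126), Bid (-0.18 to 0.36), Bmf (-0.35 to 0.34), AP1-related transcription factors (0.0213 to 0.22), BH3-only genes (-0.21 to 0.24), other lysosomal genes (-0.0231 to 0.11), fatty acid synthesis (-0.37 to 0.12), BCL2 family other than BH3-only (-0.0692 to 0.21), hypoxia and glycolysis (-0.38 to 0.0700), spliceosome genes (-0.0192 to 0.11), housekeeping controls (-0.0112 to 0.16), myoepithelial markers (-0.14 to 0.18), fibroblast and matrix markers (-0.47 to 0.14), macrophage markers (-0.54 to 0.0216), T and NK cell markers (-0.30 to 0.0980) and MHC class II genes (-0.31 to -0.0341), and the differences between changes of Socs3 (-1.06 to 0.30), Serpina3g (-1.17 to 0.42), Fosb (-1.44 to 0.0708), Junb (-0.98 to 0.17), AP1-related transcription factors (-0.18 to 0.20), other lysosomal genes (-0.10 to 0.0149), prolactin and STAT5 axis (0.0490 to 0.60), BCL2 family other than BH3-only (-0.27 to 0.37), OXPHOS genes (-0.12 to 0.90), spliceosome genes (0.0147 to 0.19), housekeeping controls (-0.0791 to 0.21), myoepithelial markers (-0.38 to 0.0697), T and NK cell markers (-0.42 to 0.24), B and plasma cell markers (-0.36 to 0.75) and MHC class II genes (-0.24 to 0.33). The cause was not tested. The paper gives mean reads of similar size for the 4 groups; what the depth of single libraries limits was not tested, since FPKM carry no counts.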

Differences from the paper's values

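Apart from the settings named as chosen after seeing the values, no tests in this part were chosen only after the result was seen. The paper counts 1688 genes changed in JNK WT glands only and 1401 in JNK KO glands only, at the same thresholds but by Cuffdiff, where 3247 and 330 were found here by limma. Of the alternatives set before the data were examined, those that come within 1.5 times of the paper's count for JNK WT glands are median ratio scaling (1574), the 75th percentile (1651), only the groups compared (2037) and JNK WT day 0 replicate 1 left out (1855). For JNK KO glands they are only the groups compared (1151) and weights per library (1255). The others set in advance differ from the paper in each case. For JNK WT glands, median ratio scaling and the 75th percentile come near the paper's count from shorter lists. They gave 2659 and 2722 changed genes, with 1085 and 1071 in both genotypes, where the paper counts 8620. Only the groups compared and JNK WT day 0 replicate 1 left out gave 9331 and 10562 in both. Of the 18 genes that the paper marks on day 3, these scalings each pass 0 and the other settings 4 and 12. Chosen after seeing the values, the common total without milk genes and short gene models (1725), median ratio scaling with weights (1720) and the removal of JNK WT day 0 library 1 with JNK KO day 3 library 3 (1287) come within 1.5 times of the paper's count for JNK WT glands, and of the 18 genes that the paper marks as different on day 3 they drop 17, 13 and 16.

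Between the genotypes the paper counts 134 genes on day 0, 2236 on day 3 and 92 on both days, and 2, 34 and 1 were found here at the same thresholds. Every setting run differs from the paper by more than 1.5 times in each of these 3 counts. The tests are unlike: the paper ran Cuffdiff with a dispersion per condition and describes its t-test as one-tailed. A two-sided limma test on log2 FPKM, with the spread pooled over the 4 groups, was used here. On day 3 the paper gives adjusted p-values of 0.00015 for Mmp2, Mmp3, Mmp9, Mmp11, Mmp14 and Bnip3, and those found here by limma were 0.110, 0.185, 0.0257, 0.0590, 0.136 and 0.0736. For Mmp12 the paper gives 0.0041 against an adjusted p of 0.492 here, for Mmp15 0.00029 against 0.267, for Timp2 0.027 against 0.0896, for Timp3 0.00042 against 0.162, for Bcl2l11 0.021 against 0.329 and for Bik 0.04 against 0.201. Of the alternatives set before the data were examined, only the removal of JNK WT day 0 replicate 1 brings 1 of these adjusted p-values within 1.5 times of the paper's, that of Timp2 (0.0290, over a range of 0.00495 to 1.00 among the alternatives), and the others set in advance differ for each gene.

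Of the genes that the paper marks as different on day 3, Jun, Ctsb, Ctsl and Mmp9 also passed here, all lower in JNK KO glands, and Atf3, Fosl2, Jund, Mmp2, Mmp3, Mmp11, Mmp12, Mmp14, Mmp15, Timp2, Timp3, Bcl2l11, Bik and Bnip3 did not, although each was lower in JNK KO glands. By limma 0 of the 18 passed with median ratio scaling, the 75th percentile or no milk genes in the total, where 8, 8 and 5 had an unadjusted p under 0.05. Some settings call genes of this group. A pseudocount of 1 calls Atf3 (-1.60), Mmp2 (-1.82), Mmp11 (-1.92), Mmp14 (-1.52), Timp2 (-0.91) and Bnip3 (-1.47). Weights per library call Atf3 (-1.27), Jund (-1.01), Mmp2 (-1.25), Mmp11 (-1.52), Mmp14 (-0.95), Mmp15 (-0.75), Timp2 (-0.94), Timp3 (-1.18) and Bnip3 (-1.07). JNK WT day 0 replicate 1 left out calls Jund (-0.90), Mmp2 (-1.89), Mmp11 (-2.42), Mmp14 (-1.57), Mmp15 (-0.97), Timp2 (-0.92), Timp3 (-1.45) and Bnip3 (-1.55), and JNK KO day 3 replicate 6 left out calls Mmp11 (-2.90). Median ratio scaling with weights, chosen after seeing the values, calls Bnip3 (-1.06) among those not called here and drops 13 of the 18 that the paper marks. No setting run calls Fosl2, Mmp3, Mmp12, Bcl2l11 or Bik. For Bcl2l11 and Bik the paper also reports a difference by RT-qPCR, which was not analysed here.

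The text describes Mmp13 as lower in JNK KO glands on day 3, and it was at -0.26 here, without passing the test. It describes Bnip3 as similar between the genotypes, citing the RNA-seq heatmap and RT-qPCR. The legend of that heatmap marks Bnip3 as different by RNA-seq, and it was at -1.55 here. The paper places genes that fall in both genotypes in a cluster with no pathway of note, and the cluster found here with that pattern held 9 of 11 milk genes.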

Other observations

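The tests of other splits and of a delay in this part were chosen only after the result was seen. Immune and stress genes not taken up by the paper were read as well. Isg15, an interferon-stimulated gene, was at 1.24 ± 0.633 FPKM (SD, n = 3) on day 0 and 20.8 ± 5.38 on day 3 in JNK WT glands and at 0.961 ± 0.190 and 36.0 ± 13.5 in JNK KO glands, with log2 fold changes of 4.06 (standard error 0.39, adjusted p = 3.35e-06) and 5.04 (standard error 0.39, adjusted p = 4.96e-06) by limma. All 24 interferon-stimulated genes rose in both genotypes (also when adjusted over the list alone), and with median ratio scaling 17 were higher and 1 lower in JNK WT and 21 higher in JNK KO glands. On day 3 no member differed between the genotypes, over all genes or adjusted over the list alone, with a median of 0.07, and as a set they stood above the other genes (camera, adjusted p = 1.24e-07, and adjusted p = 0.882 with an estimated correlation). Of 24 cell cycle genes 22 rose in each genotype (also when adjusted over the list alone), with Top2a, a topoisomerase of dividing cells, at 2.90 (adjusted p = 0.00103) in JNK KO glands, and none differed on day 3 (none when adjusted over the list alone), with a median of 0.40 (camera, adjusted p = 4.73e-09, and adjusted p = 0.882 with an estimated correlation). With median ratio scaling 2 were higher and 3 lower in JNK WT and 2 higher and 1 lower in JNK KO glands from day 0. Of 24 genes of the unfolded protein response 22 rose and 1 fell in JNK WT and 21 rose and 1 fell in JNK KO glands (also when adjusted over the list alone), with Ddit3, a stress-induced factor, at 3.76 (adjusted p = 3.01e-06) and 3.38 (adjusted p = 1.53e-05). With that scaling 4 were higher and 4 lower in JNK WT and 5 higher and 3 lower in JNK KO glands. None of them differed on day 3 (none when adjusted over the list alone), and as a set they stood above the other genes (camera, adjusted p = 0.0183, and adjusted p = 0.982 with an estimated correlation).

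Of 9 T and NK cell markers all rose in both genotypes (also when adjusted over the list alone), and 1 was lower in JNK KO glands on day 3 (also when adjusted over the list alone). Of 6 B and plasma cell markers 6 rose in JNK WT and 5 in JNK KO glands, and 1 was lower on day 3 (also when adjusted over the list alone). Scaled by median ratios, the median of B and plasma cell markers turned to -0.23 in JNK WT glands. With that scaling 2 T and NK cell markers were still higher in JNK WT and none in JNK KO glands, and of B and plasma cell markers 1 was higher and 1 lower in JNK WT and 1 lower in JNK KO glands. Of 3 neutrophil markers 2 rose in each genotype, with Csf3r, a cytokine receptor, at 4.35 (adjusted p = 5.77e-06) and 3.05 (adjusted p = 1.24e-04), and only S100a8 was higher in JNK KO glands on day 3 (also when adjusted over the list alone). No T, NK, B, plasma cell or neutrophil marker passed on day 3 with median ratio scaling. None of 5 erythroid markers passed in any comparison (none when adjusted over the list alone), with Hbb-bs, a beta-globin, at -0.09 (adjusted p = 0.918) and -0.24 (adjusted p = 0.795). Their medians relative to all genes were -2.46 and -2.04, and as a set they stood below the other genes (camera, adjusted p = 6.09e-08 and 5.40e-06, and adjusted p = 0.551 and 0.741 with an estimated correlation).

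A delay was weighed as an explanation for the differences between the genotypes: JNK KO glands on day 3 may stand at an earlier point of the change seen in JNK WT glands. With median ratio scaling, 84.5% of 2659 genes chosen on their change in JNK WT glands had a smaller change in JNK KO glands, and 48.6% of 1404 genes chosen on their change in JNK KO glands did. Choosing genes on a change favors a larger change in the genotype used to choose, so neither share decides, and a delay cannot be told apart from changes that are smaller or different in JNK KO glands. Of the genes chosen, 96.5% and 99.2% moved the same way in both genotypes.

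Other splits of the 6 libraries of a comparison, 10 with the real one, are too few for a share under 0.05. The real split called 12558 genes in JNK WT glands and the highest other 1, in JNK KO glands 9641 and 2, between the genotypes on day 0 2 and 0, and on day 3 34 and 3. In each of these 4 comparisons 1 split, the real one, gave as many. For the difference of changes 82 of 100 splits of the genotype labels within days gave as many genes as the real 1, with up to 4, so chance is not excluded for that count.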
